# Autopolyploidization‐Induced Chromatin Remodeling Regulates Leaf Size Variation in *Brassica rapa*

**DOI:** 10.1002/advs.202513558

**Published:** 2025-12-03

**Authors:** Haoyuan Dong, Yanhong Liu, Yuanming Liu, Shuxin Xuan, Huanhuan Chen, Lai Wei, Guibao Zhang, Hongcui Pei, Zilong Dai, Yanhua Wang, Jinzhu Qiao, Shuangxia Luo, Xueping Chen, Yiguo Hong, Jianjun Zhao, Shuxing Shen, Zefu Lu, Aixia Gu

**Keywords:** autopolyploidization, *Brassica rapa*, BrGRF13, BrARF11, chromatin remodeling, histone modifications

## Abstract

Whole‐genome duplication is a key evolutionary mechanism influencing gene regulation and trait development; however, how successive genome duplications reshape chromatin at the genome‐wide scale and thereby drive phenotypic innovation remains unclear. To dissect the effects of genome doubling on chromatin dynamics, gene expression, and associated trait differences, monoploid, diploid, and autotetraploid *Brassica rapa* L. ssp. *pekinensis* lines are generated with an identical genomic background and performed integrative analyses using ATAC‐seq, ChIP‐seq (H3K4me3, H3K27ac, H3K27me3), and RNA‐seq. By establishing this uniform ploidy series, nonlinear and stage‐specific chromatin and transcriptional reprogramming during autopolyploidization are revealed. Increased ploidy reprogrammed chromatin accessibility, characterized by reduced proximal and expanded distal regions, with effects particularly pronounced during the monoploid‐to‐diploid transition. Corresponding changes in H3K4me3 modifications near transcription start sites alter global gene expression. Numerous transcription factor genes are identified, of which *BrGRF13* and *BrARF11* are crucial regulators of leaf size and polarity during head development. Overall, this study elucidates the molecular basis by which ploidy variation drives chromatin remodeling and phenotypic divergence, providing new insights into how genome duplication shapes plant traits and informs polyploid crop improvement.

## 1 Introduction

Whole‐genome duplication (WGD) is a pivotal evolutionary force that has recurrently shaped genome evolution across kingdoms.^[^ ^1^, ^2^, ^3^ ^]^ Notably, angiosperms have universally experienced at least one WGD event, with some lineages undergoing multiple rounds of duplication.^[^ ^4^, ^5^ ^]^ For example, species in Brassicaceae experienced two WGDs,^[^ ^6^ ^]^ and *Brassicas* have also endured a unique whole‐genome triplication (WGT) event.^[^ ^7^ ^]^ Subsequently, WGD and/or WGT provide extra genomic resources, which often lead to the emergence of new genes and novel phenotypes,^[^ ^8^, ^9^ ^]^ thereby offering plants more opportunities to adapt, survive, and thrive in changing environments.^[^ ^10^, ^11^, ^12^ ^]^

Polyploids are typically divided into allopolyploids and autopolyploids. Traditionally, the effects of WGD have been largely investigated in allopolyploids. However, alterations due to heterogeneous genome dosages and interactions can complicate the interpretation of WGD consequences. Naturally occurring and artificially induced autopolyploids have attracted increasing interest in the precise evaluation of WGD.^[^ ^13^, ^14^, ^15^ ^]^ In particular, the latter possesses a more consistent genomic background.^[^ ^16^, ^17^, ^18^ ^]^ To date, most studies on plant WGD have been confined to diploid vs autotetraploid states. Additionally, the WGD impact can be accurately assessed in homozygous plants with consecutive polyploidization processes.^[^ ^19^, ^20^ ^]^

Monoploids serve as an indispensable tool in plant breeding, facilitating rapid production of homozygous lines, accelerating trait fixation, and enabling precise gene function analysis.^[^ ^21^, ^22^ ^]^ Crucially, monoploids provide a unique platform to dissect the epigenetic effects of autopolyploidization during the transition from monoploidy to diploidy. The epigenomic consequences of autopolyploidization during monoploid‐to‐diploid transitions, and their functional links to phenotypic variation—remain unknown. Moreover, how these changes evolve across consecutive autopolyploidization events is entirely unexplored.

Epigenetics provides an effective and flexible means to overcome “genomic shock” resulting from WGD.^[^ ^14^, ^23^ ^]^ In these regards, current epigenetic studies primarily focus on allopolyploid crops such as cotton (*Gossypium*),^[^ ^15^ ^]^ *Brassica napus*,^[^ ^14^, ^24^ ^]^ wheat (*Triticum aestivum*),^[^ ^25^ ^]^ and *Panax*,^[^ ^26^ ^]^ as well as several artificially induced autopolyploid species, including rice (*Oryza sativa*),^[^ ^27^ ^]^ *Arabidopsis*,^[^ ^17^, ^18^ ^]^ and *Brassica rapa*.^[^ ^28^ ^]^ For instance, dynamic DNA methylation enhances stress resistance in autotetraploid rice,^[^ ^29^ ^]^ while H3K27me3 modification plays a critical role in regulating flowering time in *Arabidopsis*.^[^ ^17^ ^]^ These studies highlight the impact of epigenetic changes on key aspects of plant trait development. However, whether and/or how these epigenetic modifications originate from autopolyploidization remains largely unknown.

*Brassica rapa* L. ssp. *pekinensis* (AA, 2n = 20) is a nutrient‐rich vegetable species closely related to *Arabidopsis* with significant economic value.^[^ ^7^, ^30^ ^]^ It has a relatively small genome (<500 Mb) and has undergone WGT, making it an ideal model for studying the effects of WGD. Following WGT, the *Brassica rapa* genome was partitioned into three subgenomes—LF, MF1, and MF2—which differ markedly in gene retention and expression.^[^ ^7^, ^31^ ^]^ Based on their homology with *Arabidopsis* genes, *Brassica rapa* genes can be classified into single‐, double‐, and triple‐homolog categories.

In this study, we generated monoploid, diploid, and autotetraploid *Brassica rapa* lines originating from the same genome. They exhibit considerable variation in key morphological traits, such as heading ability and leaf characteristics. Through multi‐omics data mining, we elucidated the impacts of two consecutive WGD events—monoploid‐to‐diploid and diploid‐to‐autotetraploid—on chromatin remodeling, genome‐wide transcription, and trait development. Unlike many previous studies that analyzed polyploid species with distinct genetic backgrounds, all lines in our study share the same genome, allowing us to directly attribute the observed epigenomic and transcriptomic changes to ploidy transitions rather than genetic variation. We revealed how WGD in monoploid, diploid, and autotetraploid lines reshapes the epigenetic landscape in a ploidy‐dependent manner. Multi‐omics analyses also identified gene sets exhibiting distinct expression patterns across ploidy levels, including key regulators of leaf development, providing new insights into how WGD drives phenotypic variation in plants. Collectively, these findings highlight the unique contribution of our study in elucidating the mechanisms through which genome doubling drives epigenetic and phenotypic diversity.

## 2 Results

### 2.1 Epigenomic Landscape of Monoploid, Diploid, and Autotetraploid *Brassica rapa*

The monoploid, diploid, and autotetraploid plants originated from the same genome (see Experimental Section).^[^ ^32^ ^]^ These different ploidy levels differed in leaf size, which was primarily attributed to both cell number and size (**Figures** **1**A; S1A,B, Supporting Information). During the heading formation stage, the leaves of diploid and autotetraploid plants showed distinct curvature and folding, whereas monoploid leaves remained relatively flat (Figure S1C, Supporting Information).

**Figure 1:**
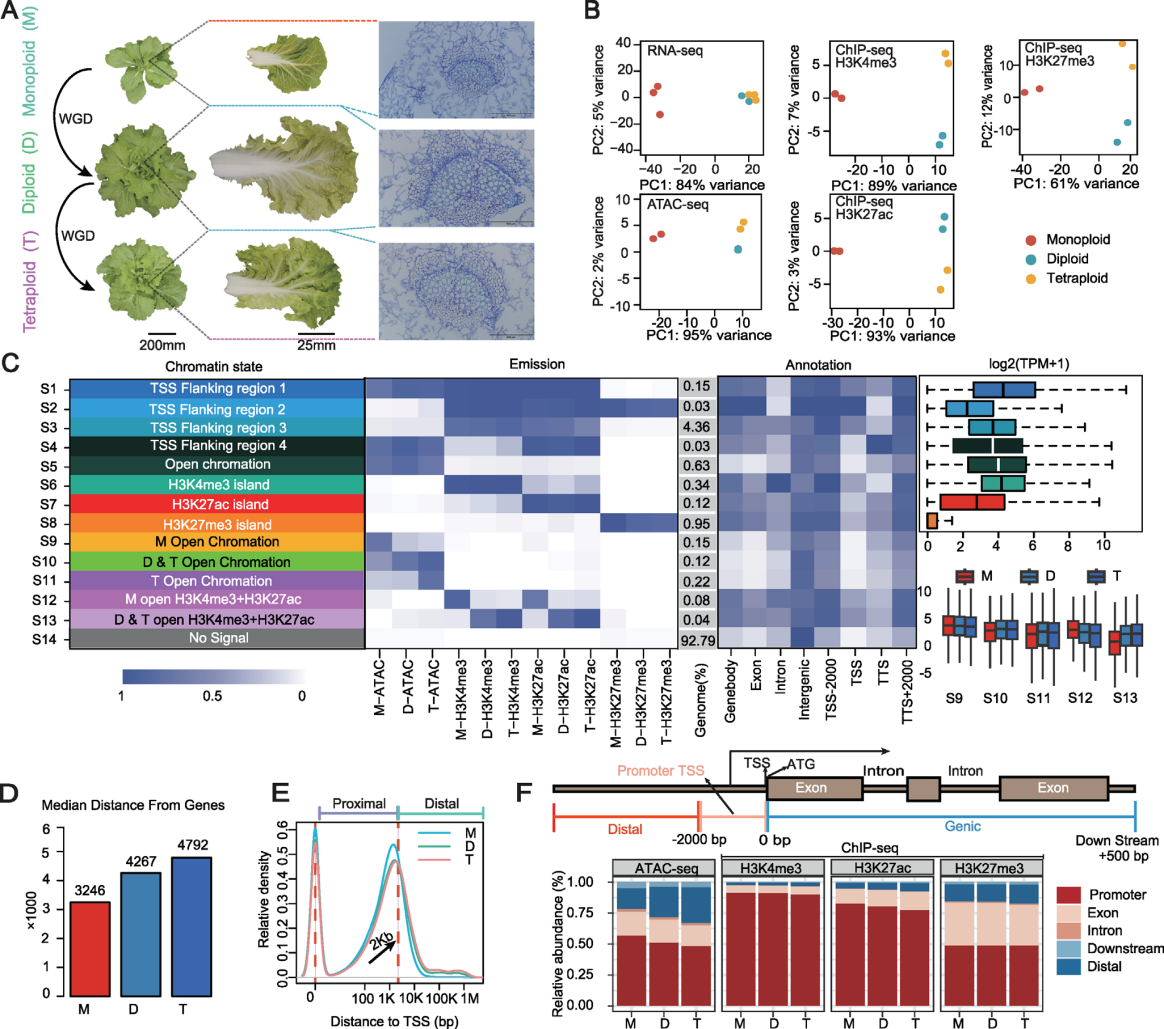
Dynamic epi‐chromatin landscapes in monoploid, diploid, and autotetraploid *Brassica rapa*. A) Leaf morphological changes during whole‐genome duplication (WGD) in *Brassica rapa*. Whole plant and single leaves were photographed at the transition stages, during which the head starts to form. Leaf sections were also photographed to show cyto‐morphological changes. Bars = 200, 25, and 0.5 mm, respectively. B) Principal Component Analysis (PCA) analysis showing reproducibility of the five omics datasets. C) The probability of chromatin accessibility and histone modifications at 14 different stages (S1–S14), along with their genomic locations and expression levels. D,E) Median distance of Accessible chromatin regions (ACRs) from genes and transcription start sites (TSS) in monoploid (M), diploid (D), and autotetraploid (T) samples. F) Distribution of ACRs and peak profiles.

To further investigate the molecular mechanisms underlying these phenotypic differences, we performed a systematic analysis of multi‐omics data. 

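The RNA-seq part of the multi-omics data comprised 8 libraries from young leaves collected 60 days after sowing, at the heading transition stage. There were 3 monoploid, 2 diploid and 3 autotetraploid libraries, which is also the number listed in Table S1. The authors trimmed the reads with fastp, aligned them with HISAT2 and quantified gene expression with StringTie, which estimates the abundance of each gene from the reads that cover it. The deposited tables list 46479 gene models on 10 chromosomes, named A01 to A10, with the mean coverage, the FPKM and the TPM of each gene model in each library. TPM is scaled to the same total in every library, so it gives the share of a gene among all transcripts and carries no read counts. The depth was recovered from the ratio of coverage to FPKM, which was one constant per library. It corresponded to 6.82, 6.50 and 6.15 Gb of aligned bases in monoploid replicates 1, 2 and 3, to 5.86 and 7.87 Gb in diploid replicates 1 and 2, and to 6.95, 8.06 and 6.48 Gb in autotetraploid replicates 1, 2 and 3. The paper's Table S1 gives between 35195845 mapped reads for diploid replicate 1 and 48271326 for diploid replicate 2. The values used here are the TPM.

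The 25652 genes with a TPM of at least 1 in at least 2 of the 8 libraries were tested on the scale of log2(TPM + 1) with limma, in one fit over the 3 ploidy levels that shared the estimate of the spread because the diploid had only 2 libraries. Genes with an absolute log2 fold change of at least 1 and a Benjamini-Hochberg adjusted p of at most 0.05 were counted as differentially expressed genes (DEGs). The pseudocount of 1 understates the fold change of genes with low TPM. The paper's own DEGs came from read counts tested with DESeq2, a step that TPM values cannot repeat. In simulated data, 200 of the 25652 genes, all with a mean log2 value above 3, were changed by 1.5 or 2 on the log2 scale, and the same fit recovered 90.0% of the changes between diploid and monoploid and 91.5% of those between autotetraploid and diploid. Smaller changes and genes with lower values were not simulated.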

Omics data among biological replicates were highly reproducible (Figures S2A and S3 and Table S1, Supporting Information). 

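Across the 25652 expressed genes, Pearson correlations of log2(TPM + 1) between RNA-seq replicates were 0.967 to 0.986 for the 3 pairs of monoploid libraries, 0.981 for the diploid pair and 0.977 to 0.979 for the 3 autotetraploid pairs. The lowest of these was 0.986 when all gene models were used, including those listed at 0. Between monoploid and diploid libraries the correlations were lower, from 0.905 to 0.921, and between monoploid and autotetraploid libraries they were 0.894 to 0.920. Diploid and autotetraploid libraries correlated at 0.973 to 0.981 with each other, which overlapped with the range among replicates. These correlations are across genes, which are not independent replicates. No pair of replicates was a copy of another, as 64.9% to 80.3% of the genes differed by more than 0.1 on the log2 scale within every pair.

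In a principal component analysis of the 500 most variable genes, the first component held 81.0% of the variance and the second 6.22%. The monoploid libraries scored between -43.9 and -40.1 on the first component, the diploid libraries 20.4 and 24.2, and the autotetraploid libraries between 23.1 and 30.2. The mean scores of monoploid and diploid lay 64.3 apart, and those of diploid and autotetraploid 4.71 apart, a distance within the range of the autotetraploid replicates. On the second component, diploid replicate 2 scored -21.5, apart from diploid replicate 1 at -2.78. The share of the first component was 66.7% when all 25652 genes were used.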

Principal Component Analysis (PCA) results showed that epigenetic histone modifications in diploid and autotetraploid samples clustered closely with each other but were distinct from those of the monoploid. Notably, 61–98% of epigenetic changes occurred during the transition from monoploid to diploid states, while changes between diploid and autotetraploid states only accounted for 2–12%, indicating a nonlinear pattern of epigenetic changes at different ploidy levels (Figure 1B).

To further characterize chromatin dynamics during autopolyploidization, we found that ≈7.21% of the genome was associated with Accessible Chromatin Regions (ACRs) and/or histone modifications. Among these regions, ≈6.61% of the whole genome was classified into S1–S8 clusters, showing conserved patterns across three ploidy levels. In contrast, ploidy‐specific chromatin features were observed in S9–S13, mainly ≈2,000 bp upstream and downstream of transcription start sites (TSS) or transcription termination sites (TTS), as well as in intergenic regions (Figure 1C). Further analysis of S10 and S13 further indicated that the autotetraploid retained most of the chromatin characteristics of a diploid; however, significant differences with the monoploid were observed.

Since chromatin accessibility is the predominant feature of regulatory elements, we further identified 26 665, 27 098, and 26 956 ACRs in monoploid, diploid, and autotetraploid samples, respectively (Tables S2–S14, Supporting Information). Notably, over half of these ACRs were located near TSS, with median distances of 3,246, 4,267, and 4,792 bp, respectively (Figure 1D,E), suggesting a potential increase in the proportion of distal ACRs (dACRs, ACRs > 2 kb to TSS and > 0.5 kb to TTS). The proportion of dACRs increased by 7.63% in the diploid compared with that in the monoploid, further increasing by 4.42% in the autotetraploid compared with that in the diploid. Meanwhile, ACRs in intergenic regions also play a regulatory role in gene expression (Figure S2B, Supporting Information). It is noteworthy that the peak proportion of H3K27ac modifications in intergenic regions increased slightly, but this change was less pronounced than chromatin accessibility in ACRs (Figure 1F). Additionally, the increase in H3K27ac shows a low correlation with H3K27me3 reduction, suggesting that the upregulation of H3K27ac may be relatively independent to some extent (Figure S4, Supporting Information). These results suggest that, during artificially induced autopolyploidization, distal regulatory elements may exhibit greater changes, reflecting the genome's dynamic regulatory properties. Specifically, dACRs showed a tendency to shift toward more distant intergenic regions, and these changes were particularly notable during the transition from monoploid to diploid states.

### 2.2 Triplicated Genes Rapidly Responded to Autopolyploidization through Epigenetic Reprogramming

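Between diploid and monoploid, 2625 of the 25652 tested genes met both thresholds, of which 1249 were higher in the diploid and 1376 lower. Between autotetraploid and monoploid there were 2966 such genes, 1425 higher and 1541 lower in the autotetraploid. Between autotetraploid and diploid there were 7, of which 5 were higher and 2 lower in the autotetraploid. In this comparison 1388 of the 25652 genes had an unadjusted p of at most 0.05, a threshold that a share of 0.05 passes by chance alone. The union of the 3 comparisons held 3500 genes. The filter on low values moved these counts by the largest ratio: with only genes of a mean TPM of at least 5, there were 1723 DEGs between diploid and monoploid and 1937 between autotetraploid and monoploid. Without regard to the fold change, 8577 genes had an adjusted p of at most 0.05 between diploid and monoploid, and 7 between autotetraploid and diploid. The libraries of diploid and monoploid did not overlap for 2623 of the 2625 DEGs. Over all tested genes 62.1% did not overlap, against 20% given by chance for 2 libraries against 3. This share and the 8577 genes come from TPM as deposited. On that scale the median of all tested genes was 0.25 (log2) higher in the diploid, so both may contain an effect of the scaling.

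The deposited tables do not pair the gene IDs with gene names, so the DEGs with the largest changes are given by ID, with coordinates on the assembly that the files use. Among the DEGs whose libraries did not overlap, the 2 largest rises from monoploid to diploid were on chromosome A03. BRA03G0025464 (A03, 5956732 to 5956962) had a TPM of 0.387 ± 0.368 (SD, n = 3) in the monoploid and 88.5 ± 20.1 (SD, n = 2) in the diploid, a log2 fold change of 6.03 on the log2(TPM + 1) scale (standard error 0.27, limma adjusted p = 2e-06). BRA03G0029354 (A03, 26072940 to 26075126) rose from 0.973 ± 0.986 (SD, n = 3) to 73.4 ± 2.53 (SD, n = 2), a log2 fold change of 5.37 (standard error 0.36, limma adjusted p = 2.6e-05). Among the genes that fell, BRA09G0036870 (A09, 67815272 to 67816178) had TPM values of 174.0, 318.0 and 228.2 in the monoploid libraries and was listed at 0 in both diploid and all 3 autotetraploid libraries (limma adjusted p = 4.7e-07 between diploid and monoploid). BRA01G0014753 (A01, 44845087 to 44855622) fell from a TPM of 140.3 ± 3.59 (SD, n = 3) in the monoploid to 0.813 ± 0.896 (SD, n = 2) in the diploid, a log2 fold change of -6.38 (standard error 0.29, limma adjusted p = 2.4e-06). Whether near-identical copies of these gene models share reads was not tested, as no sequence of this assembly was used here.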

Autopolyploidization induces systematic transcriptome reprogramming at the whole‐genome level.^[^ ^33^ ^]^ Of the 46,479 protein‐coding genes, 4,550 were differentially expressed (|log2FC| ≥ 1, FDR ≤ 0.05, Tables S15–S20, Supporting Information), with the most (3,246 genes) showing expression changes between monoploid and diploid, whereas only 85 genes differed between diploid and autotetraploid (Figure S5, Supporting Information). Subsequently, we classified the differentially expressed genes (DEGs) into two groups: DTvM (1,485 genes with higher expression in diploid and autotetraploid) and MvDT (3,065 genes with higher expression in monoploid). 

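Of the 3500 genes in the union, 1773 had a higher mean log2(TPM + 1) in the monoploid than the average of the diploid and autotetraploid means, and 1727 had a lower one. Fitted directly as 2 groups, the 3 monoploid libraries against the 5 others, the same thresholds gave 2801 genes, 1486 higher and 1315 lower in the monoploid. After each library was rescaled by its median ratio to the mean library, this fit gave 2005 higher and 822 lower, and with quantile normalization 1742 higher and 987 lower.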

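The direction of these genes depended on how the libraries were scaled. On the TPM scale the median of all tested genes was higher by 0.25 (log2) in the diploid and by 0.19 in the autotetraploid than in the monoploid. With TPM as deposited, the genes higher in the monoploid were 50.7% of the union, or 1.03 for each gene that was lower. After median-ratio rescaling, which brought the median change between diploid and monoploid to 0.0057, they numbered 2330 against 1056, or 2.21 for each. With quantile normalization, where a median change of 0.086 was left, they numbered 2019 against 1264, or 1.60 for each. The same shift appeared in the single comparisons. Genes lower in the diploid than in the monoploid made up 52.4% of the DEGs between both with TPM as deposited, 74.4% after median-ratio rescaling and 65.7% with quantile normalization.

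**Figure D1:**
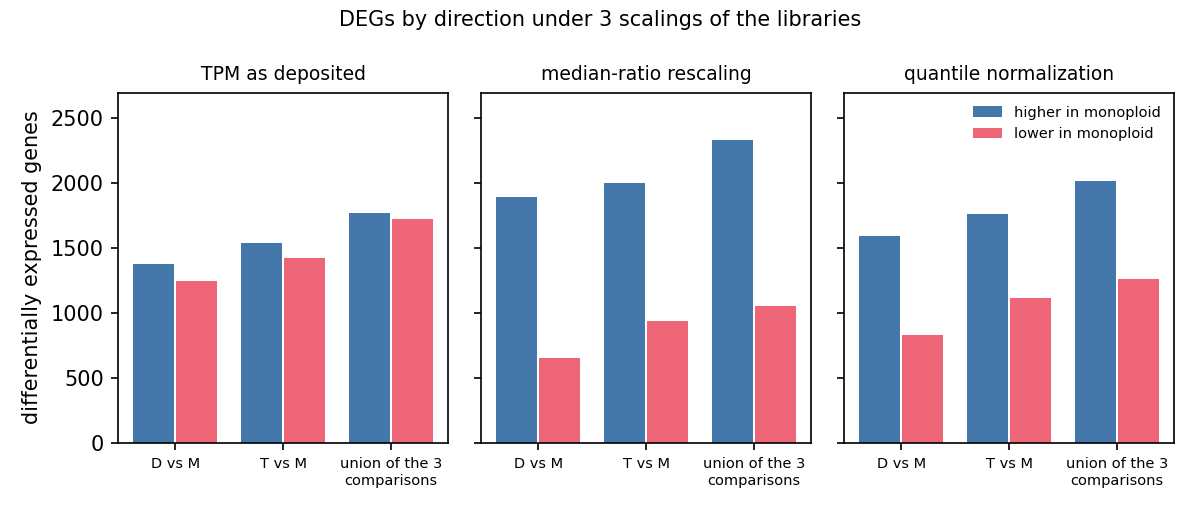
Number of DEGs higher (blue) and lower (red) in the monoploid for diploid against monoploid (D vs M), autotetraploid against monoploid (T vs M) and the union of the 3 comparisons, under 3 scalings of the libraries. The bars of the union are near each other with TPM as deposited, at 1773 and 1727, and stand apart after median-ratio rescaling, at 2330 and 1056.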

The number of MvDT genes was twice that of DTvM genes (**Figure** **2**A; Tables S21–S22, Supporting Information), indicating more pronounced differences between monoploid and diploid. Gene Ontology (GO) enrichment analysis showed that DTvM genes were mainly involved in ribosome biogenesis, while MvDT genes were enriched in photosynthesis‐related processes (Figure 2B).

**Figure 2:**
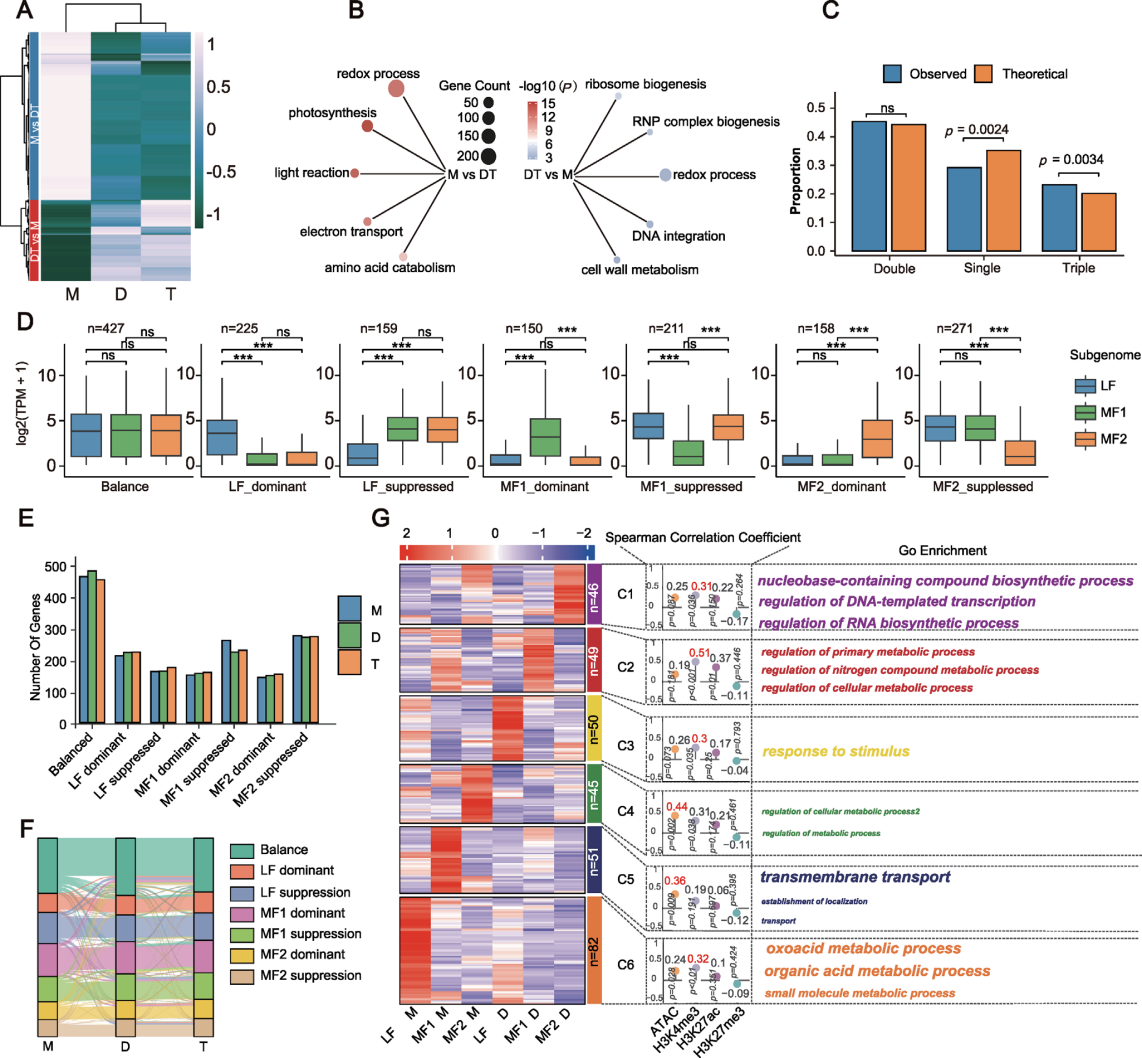
Subgenome rebalancing during genome duplication. A) Clustering differentially expressed genes (DEGs) in monoploid, diploid, and tetraploid plants. DEGs were generally clustered into M vs DT, corresponding to higher expression of monoploid over diploid and tetraploid; DT vs M, corresponding to higher expression of diploid and tetraploid over monoploid. B) GO enrichment analysis of M vs DT and DT vs M. C) Categorical data from single‐copy (*n* = 8,690; DEGs = 654), double‐copy (*n* = 11,442; DEGs = 956), and triple‐copy (*n* = 4,986; DEGs = 463) gene groups were analyzed. Pairwise comparisons yielded *p* = 0.0024 for single‐copy, *p* = 0.60 for double‐copy, and *p* = 0.0034 for triple‐copy genes (Fisher's exact test; significant at *p* ≤ 0.05; ns, *p* > 0.05). D) Gene expression levels of triads classified into seven categories—balance (*n* = 427), LF_dominant (*n* = 225), LF_suppression (*n* = 159), MF1_dominant (*n* = 150), MF1_suppression (*n* = 211), MF2_dominant (*n* = 158), and MF2_suppression (*n* = 271)—were visualized using box plots. (Mann–Whitney U test; significant at *p* < 0.05; ^***^ *p* < 0.001; ns, *p* > 0.05). E) The number of triplet genes in seven different states. F) The state transition of genes across seven states from monoploid to diploid and diploid to tetraploid. G) Clustering of DEGs between monoploid and diploid *Brassica rapa*. The correlation between expression and its epigenetic modifications is shown in the middle lane, and GO enrichment is shown in the right lane.

To verify the generality of these findings and exclude the potential influence of a single genetic background, we constructed a more comprehensive transcriptome dataset comprising three independent monoploid genotypes, three diploid genotypes, and one tetraploid *Brassica rapa*, and integrated previously published diploid and tetraploid transcriptome data.^[^ ^34^ ^]^ The integrated analyses consistently demonstrated that, regardless of genetic background, the transition from monoploid to diploid was accompanied by a much stronger transcriptional reprogramming than the transition from diploid to tetraploid, suggesting that the impact of genome doubling on transcriptomic reconfiguration is closely dependent on the ploidy stage involved (Figure S6, Supporting Information).

To investigate the relationship between subgenome bias and histone modifications following autopolyploidization, 25,118 genes were mapped to the LF, MF1, and MF2 subgenomes (Figure S7A and Table S23, Supporting Information). The LF subgenome consistently exhibited higher expression levels across all ploidy levels, accompanied by stronger chromatin accessibility and enrichment of H3K4me3 and H3K27ac marks, whereas H3K27me3 levels remained low (Figure S7B,C, Supporting Information). This trend was stable across monoploid, diploid, and autotetraploid plants, suggesting that subgenome dominance is maintained during early stages of autopolyploidization.

Notably, compared with the proportion of genes with different copy numbers in the whole genome, the number of “one‐to‐one” type DEGs decreased, the number of “one‐to‐two” type DEGs remained unchanged, and the number of “one‐to‐three” type DEGs significantly increased (Figure 2C). This indicates that the “one‐to‐three” genes are more likely to respond to autopolyploidization and subsequently undergo neo‐ and/or sub‐functionalization. After further assessing the relationship between triad expression‐biased genes and epigenetic modifications, we classified them into seven categories (Figure S7D, Supporting Information). Across monoploid, diploid, and autotetraploid states, the “balanced” category had the highest number of genes, averaging 464, accounting for 27.9% of the total triplet genes. In contrast, the number of genes in the other six categories was relatively small, ranging from 100 to 300. In the LF‐dominant subgenome, the number of LF‐dominant genes was, on average, 31.7% higher than that of LF‐suppressed genes. However, in the MF1‐ and MF2‐subgenomes, the proportion of dominant genes was, on average, ≈68.2% lower than that of suppressed genes (Figure 2D,E). These findings suggest that, after autopolyploidization, most triplet genes exhibit a certain degree of expression synchronization, implying that the expression and function of homologous triplet genes may be genetically coordinated.

Autopolyploidization caused expression state changes in 25.8% (429/1,662) and 14.8% (246/1,662) of genes during monoploid–diploid and diploid–tetraploid transitions, respectively (Figure 2F). Cluster analysis divided DEGs from the monoploid–diploid transition into six functional groups (C1–C6) (Figure 2G). Among these, genes with higher expression in the monoploid were mainly involved in oxoacid metabolism, transmembrane transport, and cellular metabolic regulation, while genes with higher expression in the diploid were enriched in nucleotide synthesis, metabolic regulation, and stress response. Further analysis showed C1–C3 and C6 groups strongly correlated with H3K4me3 modifications, while C4–C5 groups were primarily regulated by chromatin accessibility. Overall, chromatin structure and epigenetic modifications play a key role in regulating gene expression across different subgenomes, indicating that autopolyploidization not only induces changes in gene expression but also achieves selective activation or repression through chromatin remodeling with high regulatory precision.

### 2.3 WGD Coordinated Transcriptional Reprogramming through H3K4me3 and H3K27ac Modifications

After WGD, chromatin may undergo epigenetic reorganization, which in turn affects gene expression.^[^ ^15^, ^35^, ^36^ ^]^ DEGs with high expression levels are frequently enriched in ACRs marked by active histone modifications, such as H3K27ac and H3K4me3, indicating that these epigenetic marks play crucial roles in maintaining high transcriptional activity (**Figure** **3**A). The repressive mark H3K27me3 is consistently observed in monoploids; however, it does not always correlate with the mRNA levels of DEGs. Notably, differences in ACR distribution and histone modification levels between diploids and autotetraploids were limited, which aligns with the relatively small number of DEGs identified between these ploidy levels. This suggests that the major transcriptomic reprogramming triggered by autopolyploidization primarily occurs during the transition from monoploid to diploid. 

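All 7 DEGs between autotetraploid and diploid changed between expression and near absence, with a TPM of at most 0.363 in every library of the lower group. BRA01G0018102 (A01, 6757948 to 6758748) had a TPM of 0.0801 ± 0.0314 (SD, n = 2) in the diploid and 25.3 ± 11.9 (SD, n = 3) in the autotetraploid, a log2 fold change of 4.52 on the log2(TPM + 1) scale (standard error 0.30, limma adjusted p = 0.00054). BRA01G0018189 (A01, 6345899 to 6347029) was listed at 0 in the 2 diploid and 3 monoploid libraries and had TPM values of 6.87, 5.92 and 8.61 in the autotetraploid (limma adjusted p = 0.00047). BRA02G0023556 (A02, 2737150 to 2738439) fell from a TPM of 38.7 ± 1.85 (SD, n = 2) in the diploid to 0.152 ± 0.0667 (SD, n = 3) in the autotetraploid, a log2 fold change of -5.11 (standard error 0.15, limma adjusted p = 9.2e-07), and was at 29.5 ± 3.23 (SD, n = 3) in the monoploid. It lies on a chromosome whose other genes were higher in autotetraploid replicates 1 and 3, opposite to its own change. BRA07G003586 (A07, 680062 to 680373) had TPM values of 3.54 and 8.54 in the diploid libraries and was listed at 0 in the 3 monoploid and 3 autotetraploid libraries (limma adjusted p = 0.017). Its limma adjusted p was between 0.011 and 0.095 over the alternatives. It was above 0.05 when any single autotetraploid library was left out, and also, at 0.088, when the replicate number was fitted as a block. The libraries did not overlap for any of the 7 DEGs, and over all tested genes 23.5% did not overlap, against 20% by chance.

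By chromosome, the medians of single autotetraploid libraries were not uniform. Over the 18331 genes above 0 in every library with a mean TPM of at least 5, the median difference from the diploid mean of log2(TPM) was higher on A02 than on the other chromosomes by 0.32 in autotetraploid replicate 1 and by 0.31 in replicate 3, on A09 by 0.31 in replicate 1 and on A04 by 0.32 in replicate 2. The other chromosome medians of the 8 libraries differed by at most 0.037 from the median of the 10 chromosomes of the same library.

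**Figure D2:**
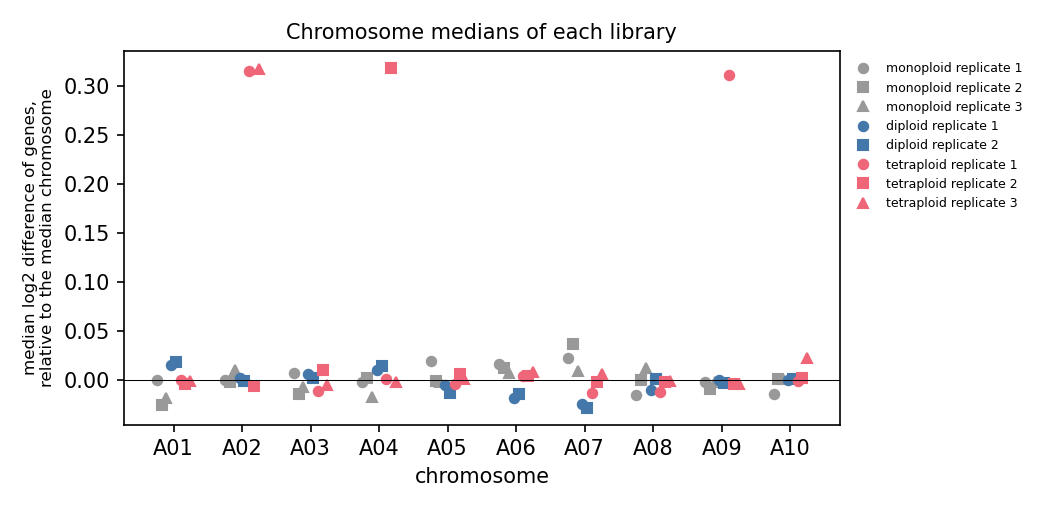
Median log2(TPM) difference of the genes on each chromosome, relative to the median of the 10 chromosome medians of the same library, with 1 point per library (grey for monoploid, blue for diploid and red for autotetraploid; circles, squares and triangles for replicates 1, 2 and 3), monoploid and autotetraploid libraries being set against the diploid mean and diploid libraries against the monoploid mean. The 4 points between 0.31 and 0.32 are A02 in autotetraploid replicates 1 and 3, A09 in replicate 1 and A04 in replicate 2.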

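Most changes from monoploid to diploid were also found from monoploid to autotetraploid. Of the 2625 DEGs between diploid and monoploid, 2091 were also DEGs between autotetraploid and monoploid, and all 2091 had the same direction. This is 79.7%, with a 95% Clopper-Pearson interval of 78.1% to 81.2% that takes the genes as independent and leaves out the variation between libraries. When single replicates were left out, the share ranged more widely, from 75.4% without autotetraploid replicate 2 to 82.5% without autotetraploid replicate 3. Across all tested genes the log2 fold changes of both comparisons correlated at 0.922. As both comparisons share the monoploid libraries, a correlation above 0 is given by chance: in 20 simulations of unchanged diploid and autotetraploid groups against the same monoploid libraries it averaged 0.447, and no gene was called in both comparisons. The difference between both steps was also tested. For 604 genes the step from monoploid to diploid differed from that between diploid and autotetraploid. The limma contrast was 2 times the diploid mean minus the monoploid and autotetraploid means. Its thresholds were an adjusted p of at most 0.05 and an absolute value of at least 1. The diploid lay above equal steps for each doubling in 335 genes and below in 269. The standard error of this contrast is larger than that of diploid against monoploid, so DEGs outside the 604 need not follow equal steps. After median-ratio rescaling, 491 genes differed between both steps, 158 above and 333 below. The count ranged from 365 to 1143 when single replicates were left out, with the highest without monoploid replicate 2. It was 255 with the replicate number as a block, 177 at an adjusted p of at most 0.01, and 619 when limma fitted no trend on mean expression. From the small number of DEGs between diploid and autotetraploid, set beside the limited differences in ACRs and histone modifications, the paper proposes that the main reprogramming takes place between monoploid and diploid. The paper also places most epigenetic changes at this transition, from its principal components. In RNA-seq of other genotypes it reports a stronger change from monoploid to diploid than from diploid to tetraploid.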

Among various histone modifications, H3K4me3 showed the highest correlation with DEGs expression changes (Figure 3B), highlighting its central role in autopolyploidization‐induced transcriptional regulation.

**Figure 3:**
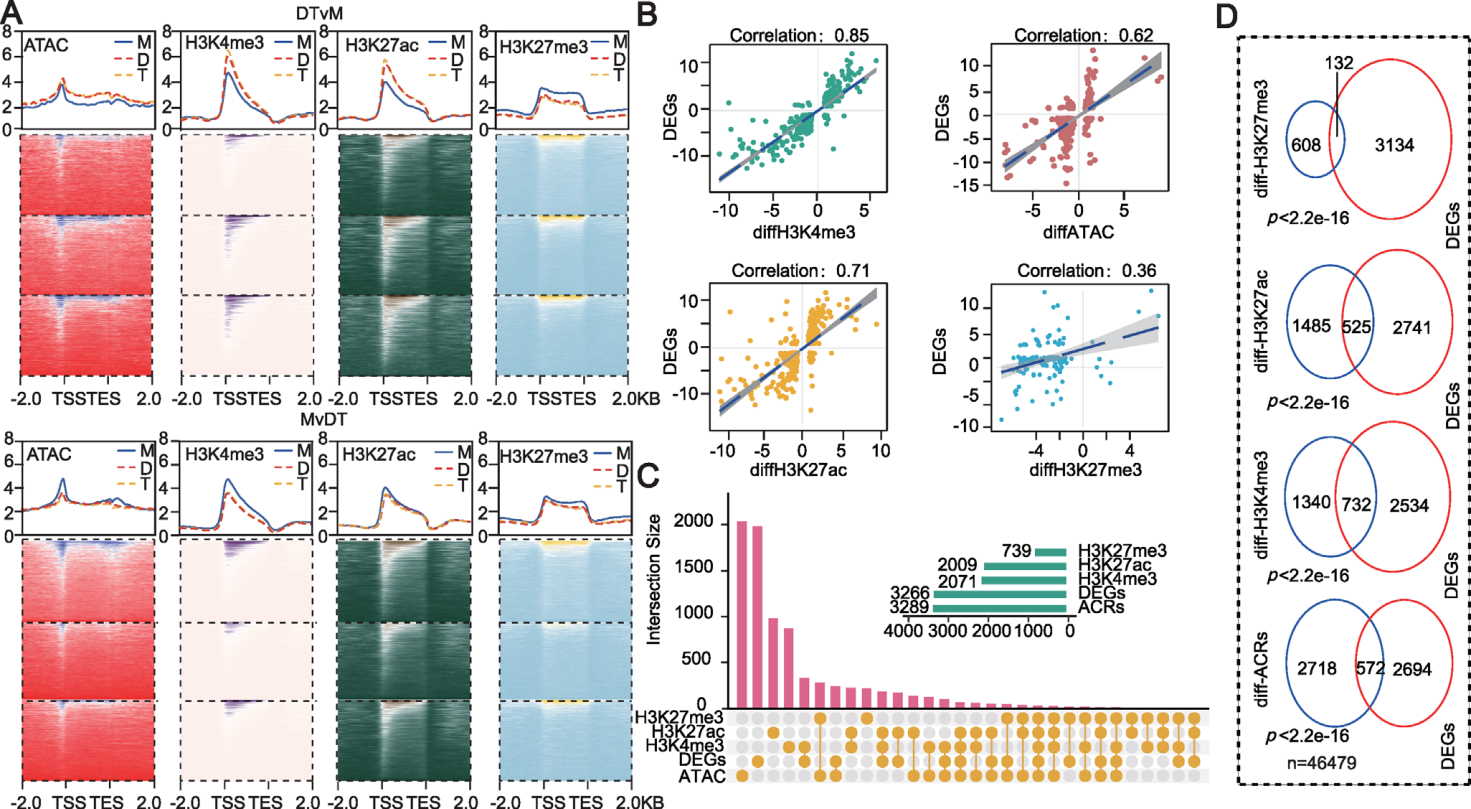
Transcriptomic variations were associated with epigenetic modification shifts during genome duplication in *Brassica rapa*. A) Chromatin accessibilities and H3K4me3, H3K27ac, and H3K27me3 modification levels of DTvM and MvDT differentially expressed genes (DEGs) in monoploid, diploid, and tetraploid plants. B) Correlation of DEG expression with chromatin accessibility and H3K4me3, H3K27ac, H3K27me3. Expression and epigenetic modification levels between monoploid and diploid plants. C) Number of overlaps between epigenetic marks and DEGs. D) A Venn diagram was generated to illustrate the overlap among DEGs and genes linked to differential histone modifications and differential ACRs. (Fisher's exact test; significant at *p* ≤ 0.05).

Of the 3,266 DEGs identified, the vast majority were associated with changes in chromatin accessibility, H3K4me3, or H3K27ac modifications, with H3K4me3‐linked genes being the most abundant (732 genes). Importantly, a substantial number of DEGs were co‐regulated by both H3K4me3 and H3K27ac (Figure 3C,D; Table S24, Supporting Information). These findings underscore the cooperative role of H3K4me3 and H3K27ac in the transcriptional regulatory network induced by autopolyploidization and suggest that autopolyploidization fine‐tunes gene expression through the remodeling of specific histone modifications, thereby contributing to functional coordination and genomic stability.

### 2.4 Autopolyploidization Regulated Leaf Size via Growth‐Regulating Factor (GRF)–Mediated Cell Proliferation in *Brassica rapa*

Autopolyploidization led to numerous phenotypic changes and new traits in *Brassica rapa* (Figures 1A; S1, Supporting Information). To uncover the genetic and epigenetic basis underlying *Brassica rapa* development resulting from autopolyploidization, we identified differential ACRs (diffACRs) from monoploid vs diploid and from diploid vs autotetraploid, and then integrated transcriptomic data to analyze motif enrichment within these regions and the expression changes of related transcription factors (TFs). A total of 7,413 diffACRs were obtained, of which 6,182 originated from the comparison between monoploid vs diploid (mdACRs & dmACRs) and 1,231 originated from the comparison between diploid vs autotetraploid (dtACRs & tdACRs) (**Figure** **4**A). diffACRs mapping revealed that, after autopolyploidization, intergenic regions were enriched in dmACRs and tdACRs, nearly twice as many as mdACRs and dtACRs. This indicates a progressive increase in the openness of intergenic regions in monoploid vs diploid vs autotetraploid. Additionally, ACRs with both distal and proximal differences exhibited a greater impact on gene expression compared with those with differences confined to either the proximal or distal ends (Figure 4B), highlighting the significant role of intergenic regions in the response to autopolyploidization. Further identification of motifs in diffACRs showed that ethylene response factors (ERFs), auxin response factors (ARFs), and GRFs were significantly enriched in diffACRs (Figure 4C). Meanwhile, we also observed enrichment of the DNA‐binding motif associated with the One Finger (DOF) family of TFs in autopolyploidization‐repressed ACRs. Notably, DOF TFs are involved in stress responses, plant growth, and organ (leaf, flower, and vascular tissue) development.^[^ ^37^ ^]^

**Figure 4:**
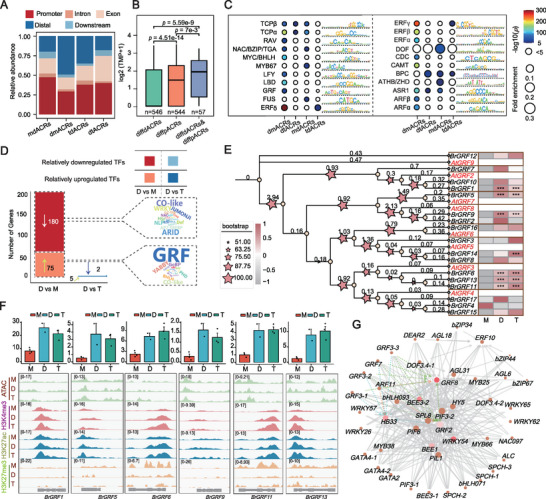
Activation of GRF TFs during genome duplication in *Brassica rapa*. A) Genomic distribution of genome duplication‐related diffACRs. mdACRs indicate ACRs that are independently open in monoploids compared with those in diploids; dmACRs indicate ACRs that are independently open in diploids compared with those in monoploids. dtACRs indicate ACRs that are independently open in diploids compared with those in tetraploids. tdACRs indicate ACRs that are independently open in tetraploids compared with those in diploids. B) Box plots were generated to illustrate expression changes of genes associated with distal differential ACRs (diffdACRs), proximal differential ACRs (diffpACRs), and genes associated with both distal and proximal differential ACRs (diffdACRs & diffpACRs). Sample sizes were *n* = 546, 544, and 57, respectively. (Mann–Whitney U test; significant at *p* ≤ 0.05). C) Bubble plots showing the enrichment of motifs across different groups of diffACRs during monoploid‐to‐diploid and diploid‐to‐tetraploid transitions. *p* < 1e‐5. D) Comparison of differentially expressed transcription factors (TFs) between diploid vs monoploid and diploid vs tetraploid, along with enrichment analysis showing the proportion of differentially expressed TFs relative to the total number within each TF family. The greater the number of differentially expressed TFs, the larger the font size used to represent the TF family. E) Phylogenetic tree showing the relationship between *Arabidopsis* and *Brassica rapa*. Growth‐Regulating Factor (GRF) families. The expression levels of these GRFs are shown on the right. Asterisks (^*^) indicate significant expression differences with a fold change ≥ 2 and FDR ≤ 0.05. F) IGV screens displaying the chromatin accessibility and histone modifications of six differentially expressed GRF genes across different *Brassica rapa* ploidy levels. G) Interaction network of TFs upregulated during the monoploid–diploid transition.

We identified 229 differentially expressed TFs (Table S25, Supporting Information), among which the GRF family was significantly enriched (Figure 4D), and 16 of 17 GRF TFs were highly expressed in diploid compared with those in monoploid, with 6 significantly upregulated (Figure 4E). The expression of these GRF TFs was positively associated with the H3K4me3 and H3K27ac modifications and chromatin accessibility to a lesser extent (Figure 4F). Further study showed that these genes can be divided into two subfamilies: one comprising *BrGRF1*, *BrGRF5*, and *BrGRF9*, and the other including *BrGRF6*, *BrGRF11*, and *BrGRF13*, which are orthologs of *Arabidopsis AtGRF3* (Figure 4E). *AtGRF3* is a key regulator of leaf size, primarily acting by promoting cell proliferation.^[^ ^38^, ^39^ ^]^ In the TF regulatory network, we observed significant enrichment of interactions between GRF family TFs and *HB33* (Figure 4G), suggesting that the GRF family may participate in leaf development regulation through cooperation with *HB33*.

### 2.5 *BrGRF13* and *BrARF11* Contributed to Leaf Morphology Variation during the Heading Transition Stage in *Brassica rapa*

To identify the key TFs involved in regulating leaf morphogenesis during autopolyploidization more precisely, we focused on TF binding sites enriched during the transition from non‐heading monoploid to head‐forming diploid, which was accompanied by an upregulation of corresponding TF expression levels. A total of 68 TFs were identified, among which *BrARF11* (a member of the ARF family) and six GRF family members (*BrGRF1, BrGRF5, BrGRF6, BrGRF9, BrGRF11*, and *BrGRF13*) were significantly enriched. These genes were expressed at significantly higher levels in diploid vs monoploid. Subsequently, we selected *BrGRF13*, a homolog of *AtGRF3*,^[^ ^38^, ^39^ ^]^ for further investigation. *BrGRF13* showed its highest expression in diploid plants compared with monoploids, and was located within the dominant subgenome LF of triplet genes. We transformed *Arabidopsis* Col‐0 with a ‘CaMV 35S promoter‐driven *BrGRF13* expression cassette and generated two overexpression lines (**Figure** **5**A,B), OE‐1, OE‐2. Semi‐qRT‐PCR showed that the expression levels of *BrGRF13* in the OE‐1 and OE‐2 lines were significantly higher than those in non‐transformed Col‐0 under normal growth conditions. Subsequently, we measured the leaf sizes and found that the leaf length and width of the OE‐1 and OE‐2 lines increased by approximately 30%, or 50%, respectively (Figure 5C). These findings indicated that *BrGRF13* positively regulates plant leaf size, consistent with the observation that diploid leaves were larger than monoploid leaves in *Brassica rapa* (Figures 1A; S1A, Supporting Information).

**Figure 5:**
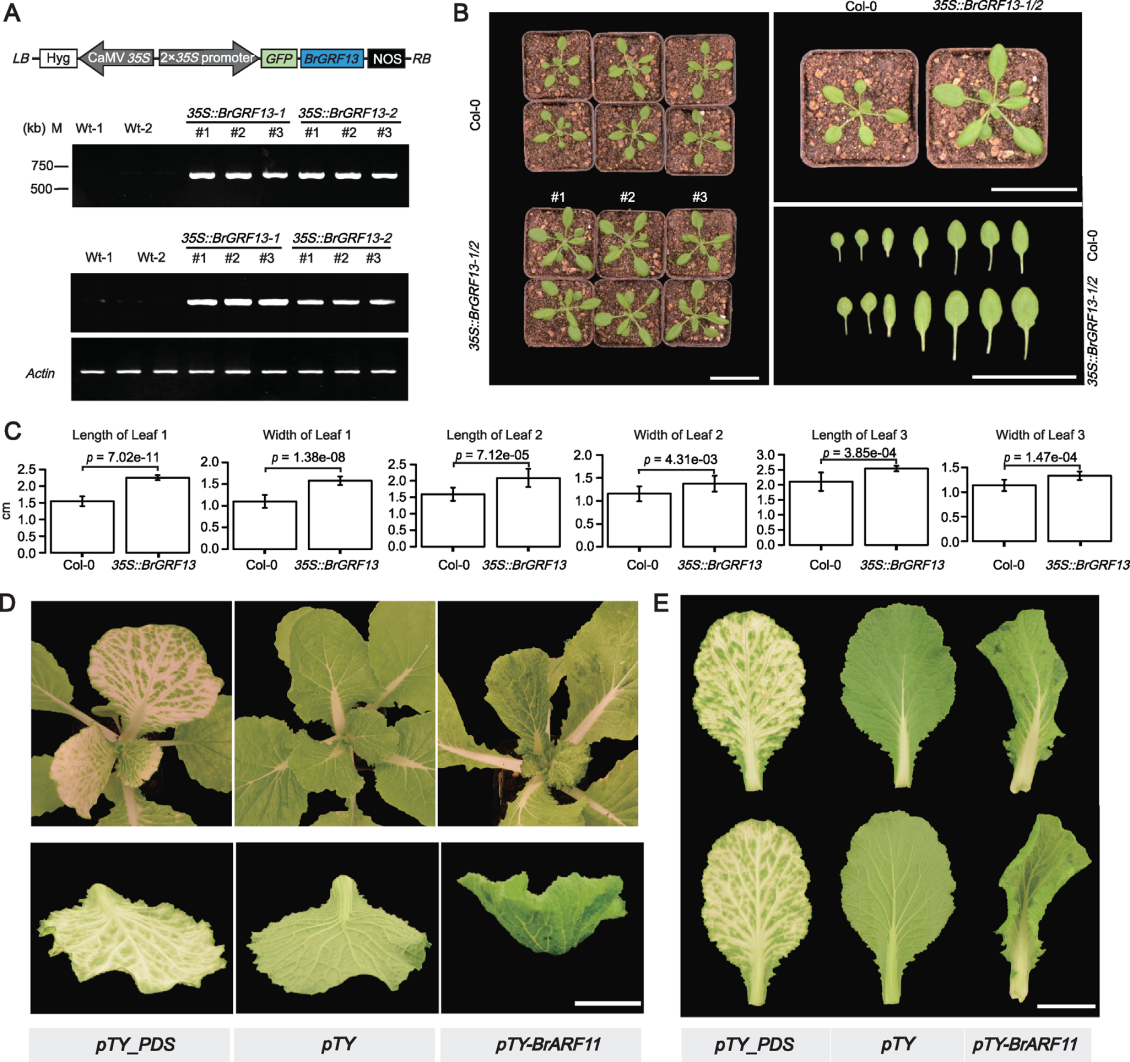
*BrGRF13* regulates leaf sizes, and *BrARF11* regulates leaf polarity. A) Construction of *2×35S‐Pro::BrGRF13* overexpressing lines in *Arabidopsis* and semi‐qRT‐PCR comparison of *BrGRF13* expression levels between transgenic and untransformed wild‐type plants, with numbers above indicating the line numbers of *BrGRF13* overexpressing plants. B) Phenotypes of wild‐type *Arabidopsis* and *BrGRF13* overexpressing plants. Scale bar = 50 mm. C) Leaf length and width were measured in Col‐0 and *2×35S‐Pro::BrGRF13* transgenic plants (*n* = 12 plants per genotype). Data are presented as mean ± SD (two‐tailed unpaired Student's *t*‐test; significant at *p* ≤ 0.05). D) *BrARF11* VIGS:*pTY‐BrARF11* represents *cis*‐silenced plants, *pTY* represents plants transformed with an empty vector, and *pTY‐PDS* represents plants transformed with the PDS whitening gene. The leaves below represent the curvature of phenotypic leaves. Scale bar = 30 mm. E) Leaf phenotypes of *BrARF11*‐VIGS plants showing curling on the adaxial side. Scale bar = 30 mm.

Similarly, *BrARF11*, an ortholog of *AtARF11* that regulates leaf polarity,^[^ ^40^ ^]^ was highly expressed in diploid *Brassica rapa*. We identified S169 from the mutant population of *Brassica rapa*.^[^ ^41^ ^]^ Unlike wild‐type *Brassica rapa* A03, mutant S169, containing a G to A point mutation that affects alternative splicing of *BrARF11* pre‐mRNA, exhibited a non‐heading phenotype (Figure S8, Supporting Information). In addition, after silencing *BrARF11* through virus‐induced gene silencing (VIGS), we found that *BrARF11*‐VIGSed plants exhibited curled dorsal leaves (Figures 5D,E; S9A,B, Supporting Information), opposite to the inward curling of diploid leaves during head formation. This indicates that high *BrARF11* expression could lead to leaf curling toward the adaxial side, whereas low expression results in curling toward the abaxial side, suggesting that *BrARF11* is involved in the development of leaf polarity during autopolyploidization.

## 3 Discussion

How WGD affects gene expression and the formation of phenotypes (i.e., new traits) during evolution is one of the long‐standing questions in biology. The impact of autopolyploidization on genome‐wide transcriptional regulation is often perceived to be limited in diploid vs autotetraploid states. For example, only a small number of DEGs were identified in yeast undergoing WGD.^[^ ^42^ ^]^ Similar phenomena have also been observed in rice,^[^ ^16^ ^]^ potato (*Solanum tuberosum*),^[^ ^19^ ^]^ maize (*Zea mays*),^[^ ^20^ ^]^ and *Brassica rapa* (this study). However, unexpectedly, autopolyploidization from monoploid to diploid states resulted in significant chromatin remodeling and transcriptional regulation, leading to the establishment of new phenotypes in *Brassica rapa*. Further analysis of DEGs across three monoploid, three diploid, and one tetraploid genotypes revealed that transcriptional remodeling primarily occurs during the transition from monoploid to diploid. Although the number of DEGs between diploid and tetraploid slightly increased compared with autopolyploids, it remained far lower than that observed between monoploid and diploid (Figure S6, Supporting Information). This suggests that the impact of polyploidization on gene expression is not a simple linear accumulation but is particularly pronounced at specific ploidy stages. In contrast, genome doubling from diploid to tetraploid causes relatively minor perturbations in the overall transcriptome, possibly reflecting the establishment of stability and buffering mechanisms in the diploid genome following the first round of genome doubling. These observations also imply that polyploidization primarily influences the formation of new traits during a “sensitive window,” rather than merely through a straightforward increase in gene dosage. The effects of polyploidization on genetic and epigenetic control of genome‐wide gene expression, as well as the relevant consequences of phenotypic changes, may have been underestimated. Furthermore, our findings show that autopolyploidization functions in a ploidy‐dependent manner to influence gene transcription and trait development. By studying autopolyploidization in *Brassica rapa* with the same genotype at three different ploidy levels, this work deepens our understanding of autopolyploidization and provides (epi)genetic and molecular bases to use monoploids in crop breeding.

Chromatin accessibility reprogramming has been extensively investigated in various plants, including crops, yet chromatin reprogramming patterns in response to autopolyploidization remain poorly understood. In the present study, we analyzed the chromatin dynamics of monoploid, diploid, and autotetraploid *Brassica rapa* derived from the same genomic background. We found that genomic dosages can drive the emergence of dACRs and alter the ratio of dACRs vs pACRs to regulate the expression of nearby genes. Thus, even without changes in genome size, autopolyploidization can influence the proportion of distal regulatory elements to modulate gene expression. This differs from the perception that the appearance of dACRs might be linked to genome size.^[^ ^43^ ^]^ Our findings are also supported by the fact that the proportion of dACRs increases after allopolyploidization in cotton.^[^ ^44^ ^]^ In addition, with autopolyploidization, both chromatin accessibility and H3K27ac levels increased. Although the number of distal H3K27ac regions also increased, the magnitude of change did not exceed that of chromatin accessibility. While some regions with increased H3K27ac were associated with the loss of H3K27me3, most H3K27ac changes occurred independently, indicating that alterations in H3K27ac and H3K27me3 are largely independent during autopolyploidization.

One of the notable genomic characteristics of *Brassica* species is the existence of various subgenomes along with nuclear chromosomes and subgenome dominance. In *Brassica rapa*, expression of genes in the less vs more fractioned subgenomes (LF vs MF1 and MF2) is significantly high, establishing LF as the primary subgenome, i.e., LF dominance.^[^ ^7^ ^]^ Such LF dominance is closely related to biased distributions of transposons and their cognate 24‐nt small RNAs, with the latter being associated with RNA‐directed DNA methylation.^[^ ^31^ ^]^ However, whether and how autopolyploidization might shape subgenome dominance in autopolyploids remains largely obscure. The current study revealed that the LF subgenome in monoploid, diploid, and autotetraploid *Brassica rapa* is characterized by marked increases in H3K4me3 and H3K27ac, along with evident decreases in H3K27me3 and strong chromatin accessibility, suggesting that LF dominance is influenced by epigenetic modifications. Furthermore, once subgenome dominance is established in autopolyploidy, short‐term autopolyploidization events do not significantly alter its dominant position. This suggests that the establishment of LF dominance is likely a gradual process, differing from the rapid subgenome differentiation due to transposon activity and genetic incompatibility between subgenomes in allopolyploids. After autopolyploidization, the proportion of DEGs was significantly higher in three‐copy genes than in single‐copy genes. These dynamic changes in the expression of multicopy genes may disrupt the original expression equilibrium, leading to the formation of novel transcriptomic profiles or gene functions.^[^ ^45^ ^]^ This suggests that three‐copy genes are particularly susceptible to genomic dosage effects, and their expression changes may reflect the process of genomic adjustment and adaptation, thereby driving the evolution of new species following autopolyploidization.

The underlying mechanisms driving the regional bias of dACRs following autopolyploidization remain unclear. However, our study revealed that diffACRs during autopolyploidization are primarily mapped to transcriptional regulatory elements associated with ERF, ARF, BPC, and GRF family genes. Indeed, several members of the GRF family genes displayed altered expression. Notably, in poplar (*Populus*), *PpnGRF6* reportedly modulates leaf sizes in diploids and triploids.^[^ ^46^ ^]^ This suggests that GRF family genes may be affected by polyploid events in different plant species. In *Brassica rapa*, autopolyploidization can exert simultaneous impacts on the GRF family members *BrGRF6*, *BrGRF11*, and *BrGRF13*, all homologous to *AtGRF3*. This may be related to the spatial proximity of these homologous genes throughout Brassicaceae evolution.^[^ ^47^ ^]^ Nevertheless, as evidenced by the involvement of GRF family genes in leaf morphogenesis and heading formation, our results demonstrate that autopolyploidization‐directed chromatin remodeling can affect gene expression to develop new traits in *Brassica rapa*.

In conclusion, by leveraging monoploid, diploid, and autotetraploid *Brassica rapa* as a unique experimental system coupled with multi‐omics analyses, this study advances our understanding of how autopolyploidization alters ploidy‐dependent dynamics of chromosome‐wide histone modifications, global chromatin accessibility, and transcriptomic profiles. These changes collectively contribute to the epigenetic modulation of gene expression, subgenome dominance, genomic evolution, and new trait development in *Brassica rapa*, with potential relevance to other plant species.

## 4 Experimental Section

### Plant Materials and Growth Conditions

The monoploid was generated via isolated microspore culture from the inbred line ‘85‐1’.^[^ ^32^ ^]^ Subsequently, the diploid plant was obtained by treating the monoploid with colchicine to induce chromosome doubling, and the autotetraploid plant was produced by further colchicine treatment of the diploid plant. To maintain consistent growth conditions across all ploidy levels, all plant materials were synchronously propagated through plant tissue culture in the preceding generation and uniformly treated with rooting medium before transplanting. On August 10th, 2021, all experimental materials were transplanted simultaneously into plastic greenhouses at the experimental station of Hebei Agricultural University (Baoding, Hebei Province, China; 115.47°E, 38.87°N). At the heading transition stage (60 days after sowing),^[^ ^48^ ^]^ the second or third young leaf from the inside out was collected between 10:00 and 11:00 am. For the epigenetic analyses, two biological replicates were adopted for each ploidy level, each consisting of five plants from the corresponding ploidy group. All collected samples were immediately flash‐frozen in liquid nitrogen and stored at −80 °C for subsequent data analysis. Three independent monoploid genotypes, three diploid genotypes, and one tetraploid genotype were grown on MS medium. Leaves of uniform size were sampled, with three plants of the same genotype pooled per sample, and immediately stored at −80 °C for RNA extraction. Two biological replicates were prepared for the experiment.

### Library Preparation and Sequencing for RNA‐seq, ATAC‐seq, and ChIP‐seq

Total RNA was extracted using TRIzolTM Reagent (Invitrogen, 15596‐026). The RNA‐Seq library was constructed by Berry Genomics (Beijing, China), and sequenced with the Illumina NovaSeq 6000 platform. All sequencing data were 150bp paired‐end reads. The RNA‐seq libraries for the three independent monoploid genotypes, three independent diploid genotypes, and one tetraploid genotype were constructed using the VAHTS Universal V10 RNA‐seq Library Prep Kit for Illumina (Vazyme, China) following the manufacturer's instructions, with index codes added to each sample. The libraries were purified using VAHTS DNA Clean Beads (Vazyme, China), and library concentrations were measured with a Qubit 3.0 Fluorometer (Invitrogen, USA). Library fragment size distributions were analyzed using an Agilent 2100 Bioanalyzer (>2 nM). The dual‐indexed libraries were sequenced on the SURFSeq 5000 platform (GeneMind Biosciences Company Limited, China). ATAC‐seq was performed using our previously established protocol.^[^ ^49^ ^]^ A total of 1 g frozen sample was minced in 1 mL ice lysis buffer (15 mm Tris‐HCl pH 7.5, 20 mm NaCl, 80 mm KCl, 0.5 mm spermine, 5 mm 2‐Mercaptoethanol, 0.2% Triton X‐100). The slurry containing the nuclei extract was filtered twice through a 40 µm filter. The crude nuclei containing DAPI (Sigma, D9542) were loaded onto a flow cytometer (BD FACSCanto) for selection. The nuclei pellet was obtained by centrifugation and washed with Tris‐Mg buffer (10 mm Tris‐HCl, pH 8.0, 5 mm MgCl_2_) and Tn5 transposomes in 40 µL TTBL buffer (Vazyme, TD501) were added for a 30‐min incubation at 37 °C. Subsequently, the integration products were purified using the NEB Monarch DNA Cleanup Kit (T1030S), and library amplification was performed using NEB Next Ultra II Q5 master mix (M0544L). The amplified libraries were purified using Hieff NGS DNA Selection Beads (Yeasen, 12601ES03). ChIP‐seq was performed as previously described using antibodies against H3K27me3 (Abcam, ab6002),^[^ ^50^ ^]^ H3K4me3 (Millipore, 07–473), and H3K27ac (Abclonal, A7253). Libraries were constructed using the Kit (TransGen Biotech, KP201‐02) and sequenced by Annoroad Gene Technology (Beijing, China). All libraries were sequenced on the Illumina NovaSeq 6000 platform to produce 150‐bp paired‐end reads.

### Data Preprocessing

Raw reads from RNA‐seq, ATAC‐seq, and ChIP‐seq were trimmed using fastp (v0.21.0).^[^ ^51^ ^]^ RNA‐seq reads were aligned to the reference genome using HISAT2 (v 2.1.0).^[^ ^52^ ^]^ ATAC‐/ChIP‐seq reads were aligned with Bowtie2 (v2.11.1),^[^ ^53^ ^]^ and duplicates were removed using Picard (v2.16.0, https://broadinstitute.github.io/picard). Only reads with MAPQ >10 were kept (SAMtools v1.3.1).^[^ ^54^ ^]^

### ATAC‐seq and ChIP‐seq Peak Identification

Peaks were called using MACS2 (v2.2.7.1),^[^ ^55^ ^]^ and overlapping peaks between biological replicates were considered reproducible.

### Differential Peaks and diffACRs

Merged peaks were divided into 200 bp windows with a sliding step of 50 bp. Tn5 insertion counts or ChIP coverage were normalized, and differential peaks were identified using DESeq2 with thresholds of fold change >1.5 and peak length ≥200 bp.^[^ ^56^ ^]^

### RNA‐seq Differential Expression Analysis

Gene expression was quantified using Stringtie (TPM), counted with featureCounts,^[^ ^57^, ^58^ ^]^ and DEGs were identified using DESeq2 with fold change >2 and FDR < 0.01.

### Downstream Analysis

Motif enrichment analysis of diffACRs was performed using MEME with the Jaspar database as reference,^[^ ^59^, ^60^ ^]^ using random sequences as background. Peaks or ACRs were assigned to target genes using ChIPseeker based on proximity to the nearest TSS.^[^ ^61^ ^]^ TSS‐centered visualization was generated using computeMatrix from deeptools (v3.5.1‐1).^[^ ^62^ ^]^

### Chromatin State Annotation

Chromatin states were inferred using ChromHMM based on combinatorial patterns of histone modifications (H3K27me3, H3K4me3, and H3K27ac) together with ATAC‐seq data.^[^ ^63^ ^]^ A 14‐statutes model was constructed, selected for its stability and interpretability in downstream analyses.

### Gene Expression Clustering

DEGs were grouped using *k*‐means clustering to identify major expression patterns across samples.

### Gene Copy Classification

Based on homology with *Arabidopsis thaliana* genes, *Brassica rapa* genes were classified into three copy types: 1‐to‐1, 1‐to‐2, and 1‐to‐3, corresponding to one, two, or three copies in *Brassica rapa* for each single‐copy gene in *Arabidopsis*.

### Transformation of Arabidopsis

To create transgenic plants overexpressing *BrGRF13*, the full‐length cDNA was amplified by PCR using the primers *BrGRF13*‐forward (5′‐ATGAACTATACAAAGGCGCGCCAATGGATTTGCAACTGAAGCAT‐3′) and *BrGRF13*‐reverse (5′‐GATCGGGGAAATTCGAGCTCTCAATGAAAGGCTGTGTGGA‐3′). The amplified cDNA fragment was cloned into the pMDC43 vector containing the CaMV 35S promoter to construct the plasmid CaMV35S (*35S:BrGRF13*). The pCAMBIA2300‐35S‐OCS vector without the *BrGRF13* cDNA insert was used as a negative vector control. The 35S vector and control constructs were separately transformed into Agrobacterium GV3101, and then Agrobacterium‐mediated transformation of *Arabidopsis* was performed.^[^ ^64^ ^]^ The transgenic plants were screened on 1/2 MS agar plates containing 18 mg mL^−1^ hygromycin, and homozygous T3 generation transgenic plants were used for subsequent analyses.

### Virus‐Induced Gene Silencing in *Brassica rapa*

Plants were grown in a climate chamber at a temperature of 22°C, 16/8h (light/dark), and a relative humidity of 50%. Two weeks later, *pTY* vector containing the target gene was delivered into seedlings by particle bombardment, and *pTY* and *pTY‐PDS* were used as controls.^[^ ^65^ ^]^ A total of 1 µg of DNA plasmid was coated onto gold particles and mixed with 50µL of 2.5 m CaCl_2_ and 20 µL 0.1 m spermidine sequentially. The DNA plasmid was stored on ice for 20 min and shaken with an oscillator for 30 min. Then, the particles were washed with 70% ethanol once and absolute ethanol twice, leaving 10 µL of particle suspension. Particle bombardment was implemented using a PDS 1000/He biolistic gun (BioRad, Hercules, USA). After bombardment, the plants were promptly transferred to the nutrient substrate, kept in the dark for 24 h, and then grown in a greenhouse with a temperature of 22°C, and a cycle of 16/8h (light/dark). The phenotype of seedlings was observed, and the silencing efficiency of target genes was detected by qRT‐PCR.

### Statistical Analysis

Unless otherwise specified, all statistical analyses and figure generation were performed using R software (version 4.2.2, CRAN). All experimental data were expressed as mean ± standard deviation (mean ± SD). Specific statistical methods were applied as follows: Fisher's exact test was used for categorical data analyses in Figures 2C and 3D; the Mann‐Whitney U test was applied for non‐parametric two‐group comparisons in Figures 2D and 4B; S6B and S7B (Supporting Information); Student's *t*‐test was used for mean comparisons in Figure 5C. One‐way ANOVA followed by Tukey's HSD test was used in Figure S1B. Statistical significance was defined as *p* ≤ 0.05 unless otherwise stated.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

H.D. and Y.‐H.L. contributed equally to this work. A.G. and Z.L. designed the experiments. H.D., Y.‐H.L., Y.‐M.L., Z.D., and H.P. analyzed data. H.C. and G.Z. performed the molecular experiments. S.X., S.L., and X.C. involved in the planting and management of materials. L.W., J.Q., and Y.W. carried out the materials collection. H.D., A.G., and Z.L. analyzed and interpreted data as well as wrote the manuscript. Y.H., J.Z., and S.S. interpreted data and helped redraft the manuscript.

## Supporting information

Supporting Information

Supporting Information

## Data Availability

The data that support the findings of this study are openly available in NCBI Gene Expression Omnibus (GEO) at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE308545, reference number 308545. RNA‐seq data from different genotypes have been deposited in the Genome Sequence Archive (GSA) under accession number CRA032230 (https://ngdc.cncb.ac.cn/gsa/).

# Supplementary material for: Autopolyploidization‐Induced Chromatin Remodeling Regulates Leaf Size Variation in Brassica rapa
**Source:** Adv Sci (Weinh). 2025 Dec 3;13(9):e13558. doi: 10.1002/advs.202513558
**Supplement:** Supplementary file 1 — Supporting Information

Supporting Information

**Autopolyploidization-Induced Chromatin Remodeling Regulates Leaf Size Variation in *Brassica rapa***

Haoyuan Dong, Yanhong Liu, Yuanming Liu, Shuxin Xuan, Huanhuan Chen, Lai Wei, Guibao Zhang, Hongcui Pei, Zilong Dai, Yanhua Wang, Jinzhu Qiao, Shuangxia Luo, Xueping Chen, Yiguo Hong, Jianjun Zhao^*^, Shuxing Shen^*^, Zefu Lu^*^, Aixia Gu^*^

**
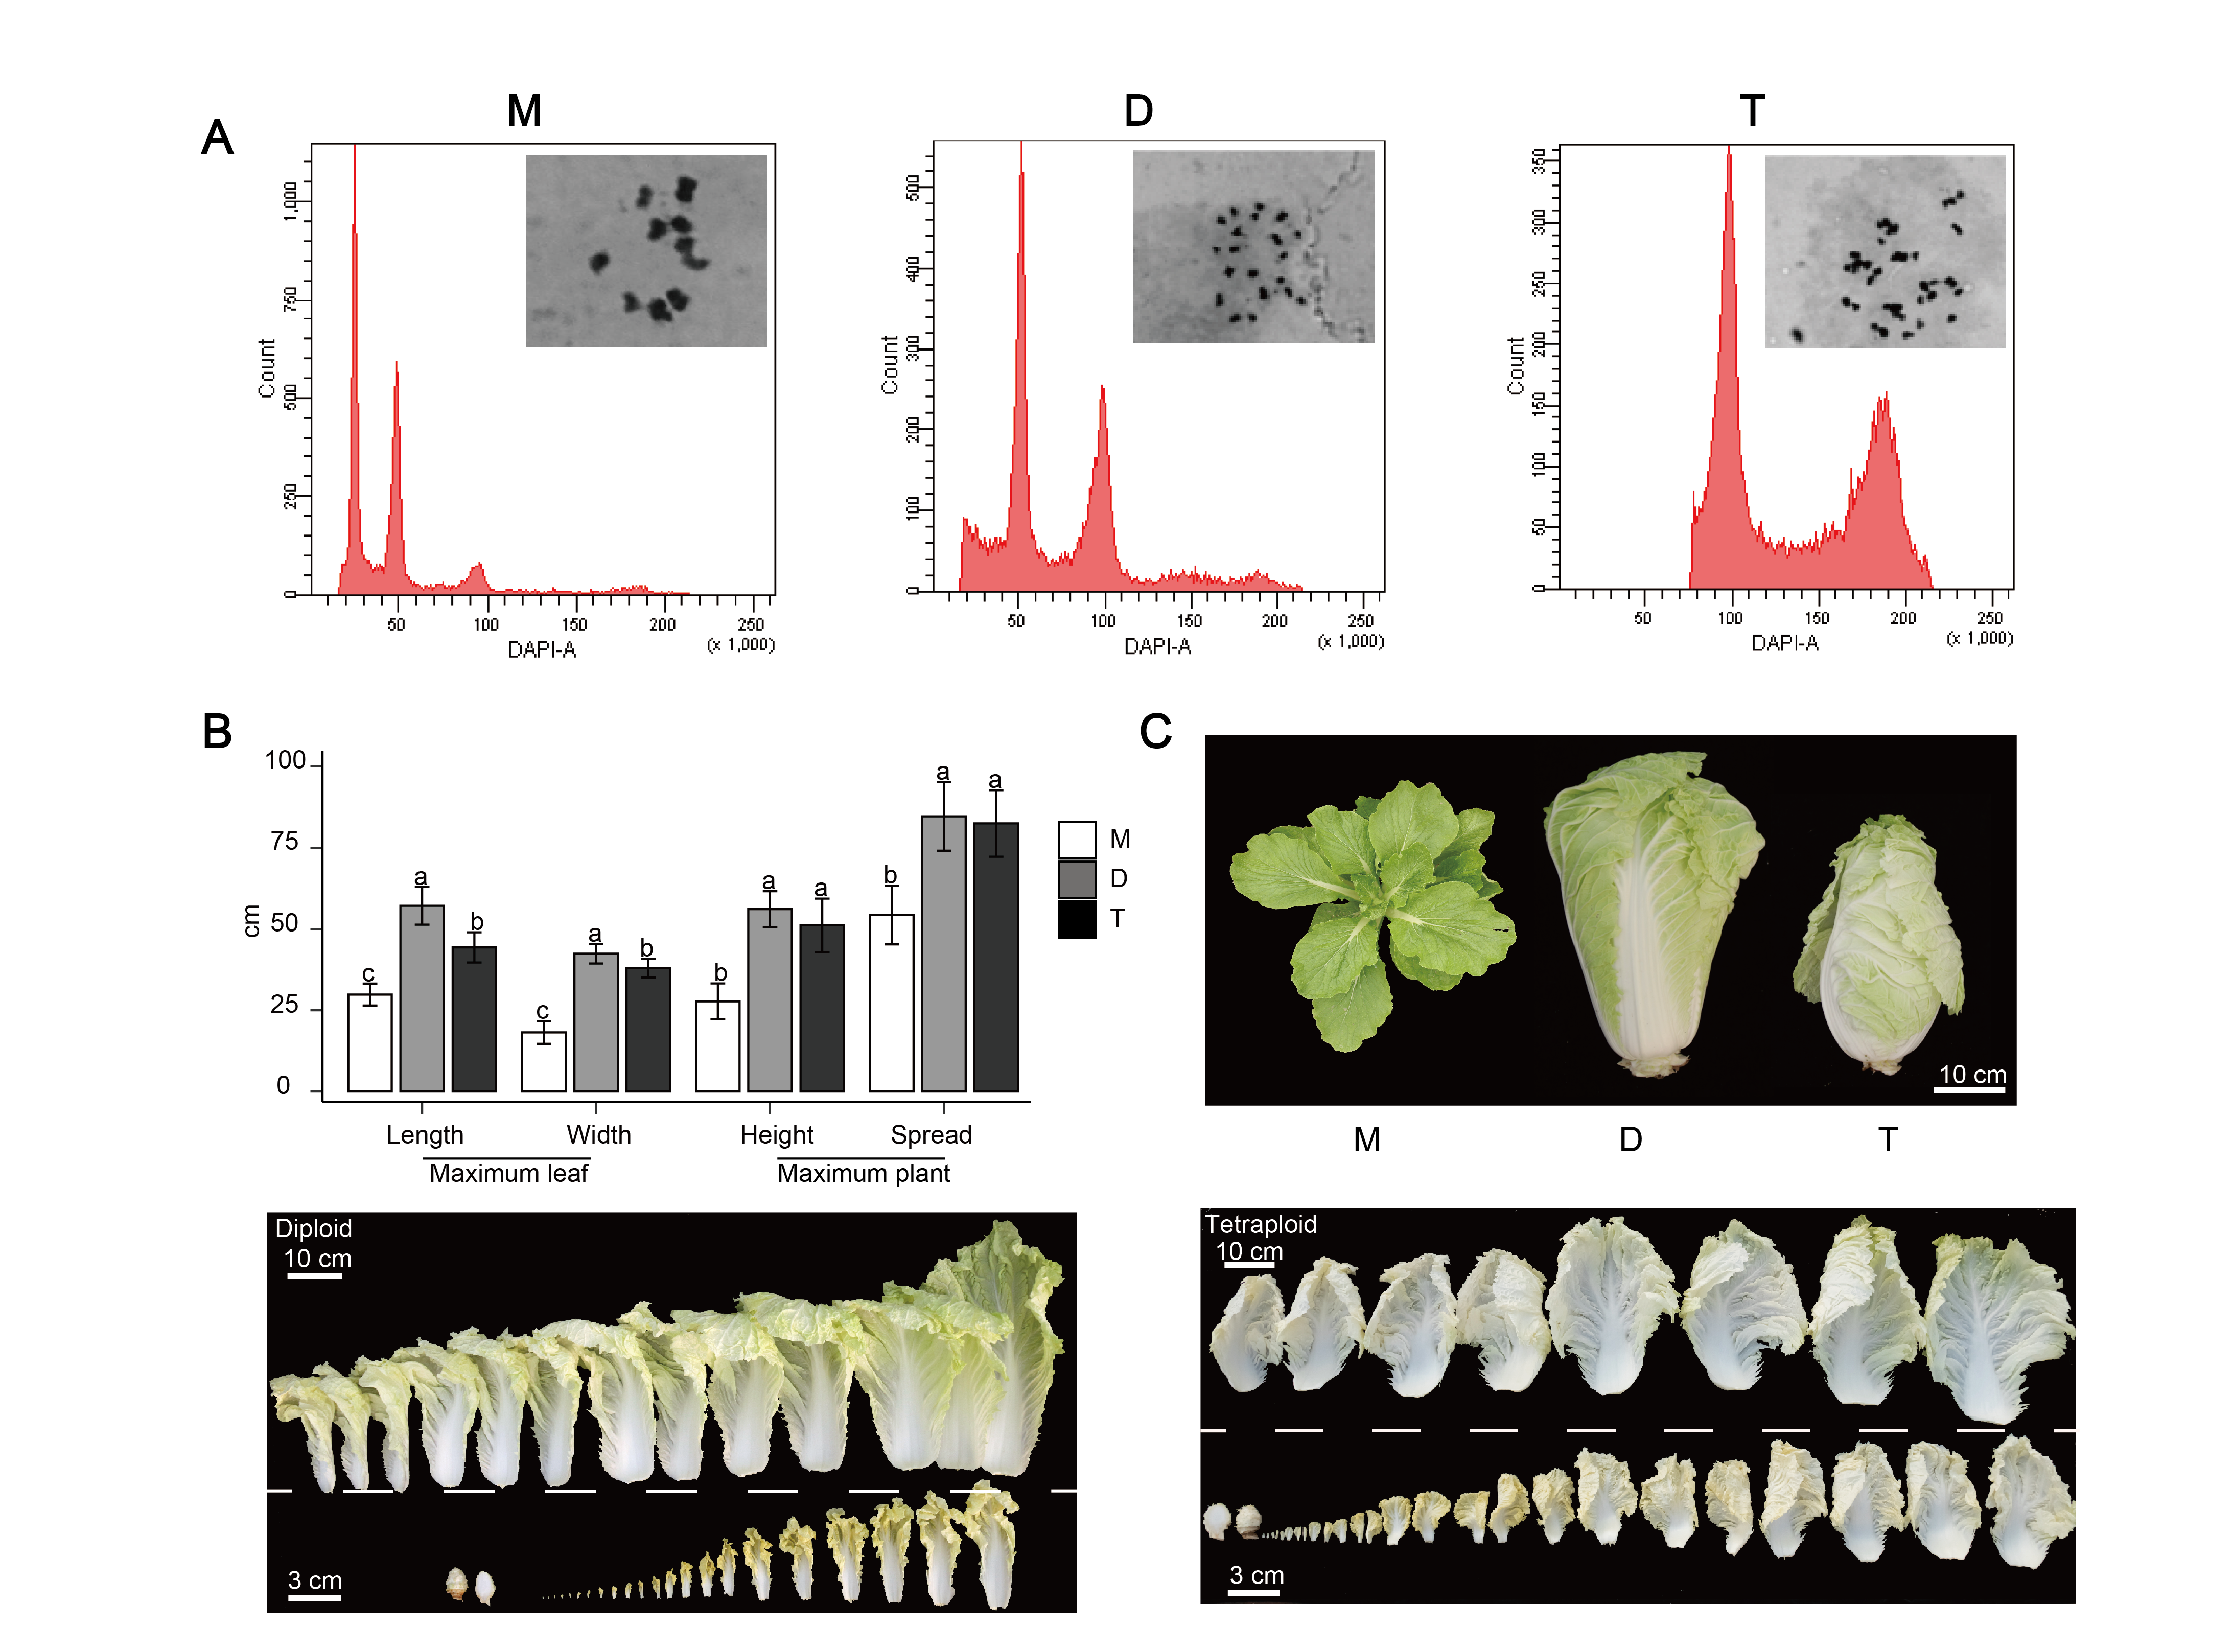
**

**Figure S1.** Trait indices of homologous monoploid, diploid, and autotetraploid *Brassica rapa*. A) The figure shows flow cytometry results for the M, D, and T from left to right. Insets show representative chromosome spreads confirming ploidy levels. B) Bar graph shows the maximum leaf length, maximum leaf width, plant height, and plant spread of M (*n* = 16), D (*n* = 13), and T (*n* = 13) *Brassica rapa*. Data are mean ± SD. Different lowercase letters indicate significant differences among groups (one-way ANOVA with Tukey’s HSD, *P* < 0.05). C) Head phenotypes of M, D, and T plants. Individual leaves from diploid and autotetraploid of *Brassica rapa* are shown.

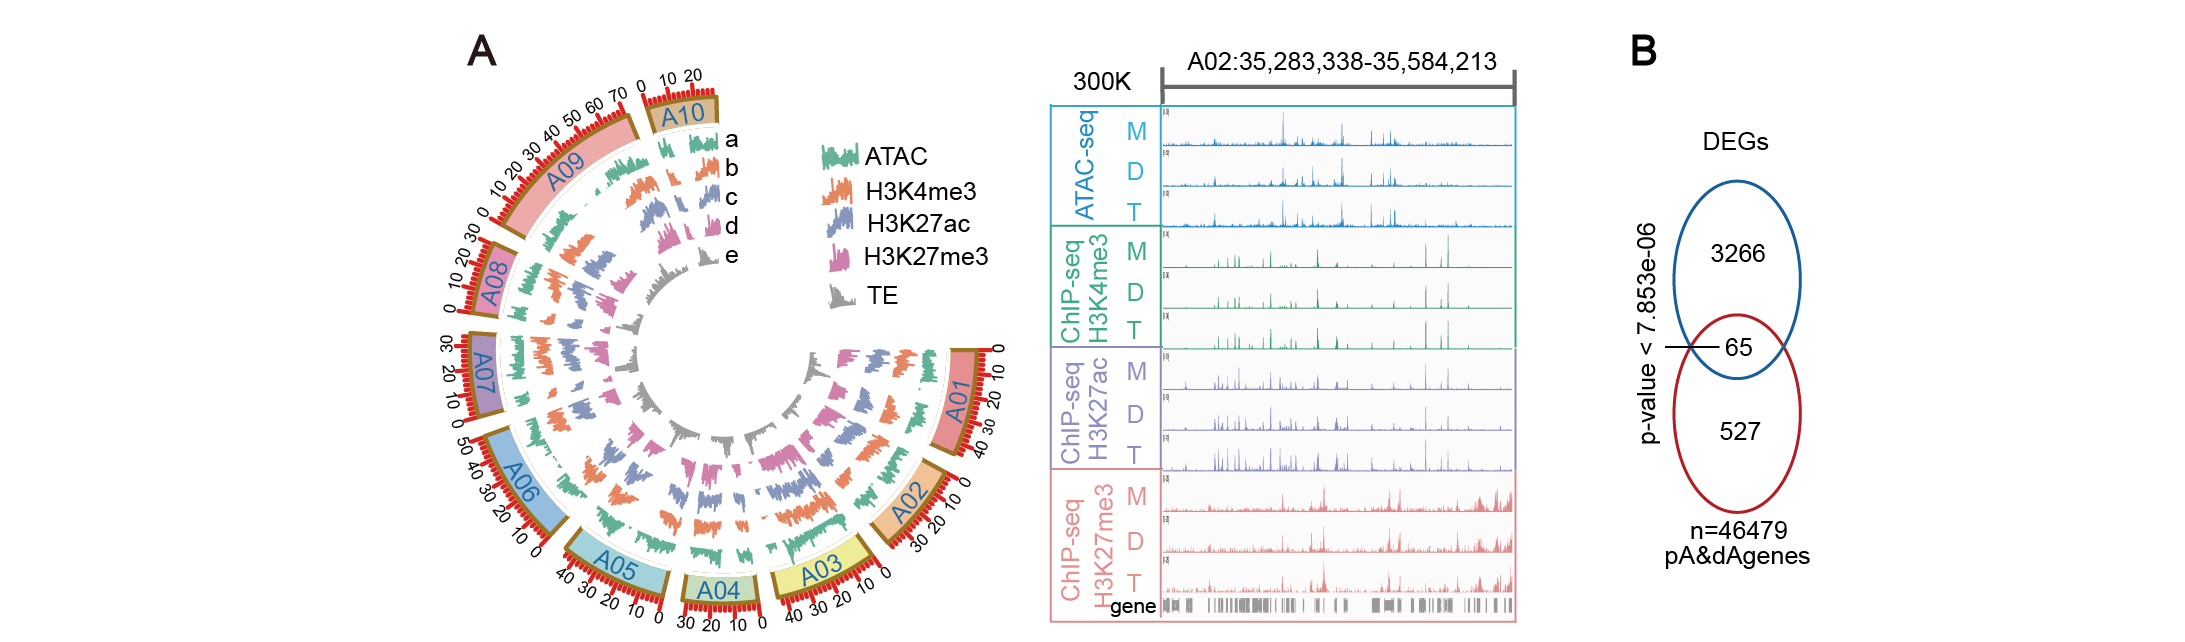

**Figure S2.** Whole-genome presentation of *Brassica rapa* with different ploidy levels. A) The circos plot displays the genome-wide chromatin accessibility and histone modification landscape of diploid *Brassica rapa*. Integrative Genomic Viewer (IGV) screens display chromatin accessibilities and histone modifications in a section of chromosome 2 of different ploidies. B) Venn diagram showing the overlap between genes associated with distal and proximal ACRs (pA&dA genes) and differentially expressed genes (DEGs) (Fisher’s exact test; significant at *p* ≤ 0.05).

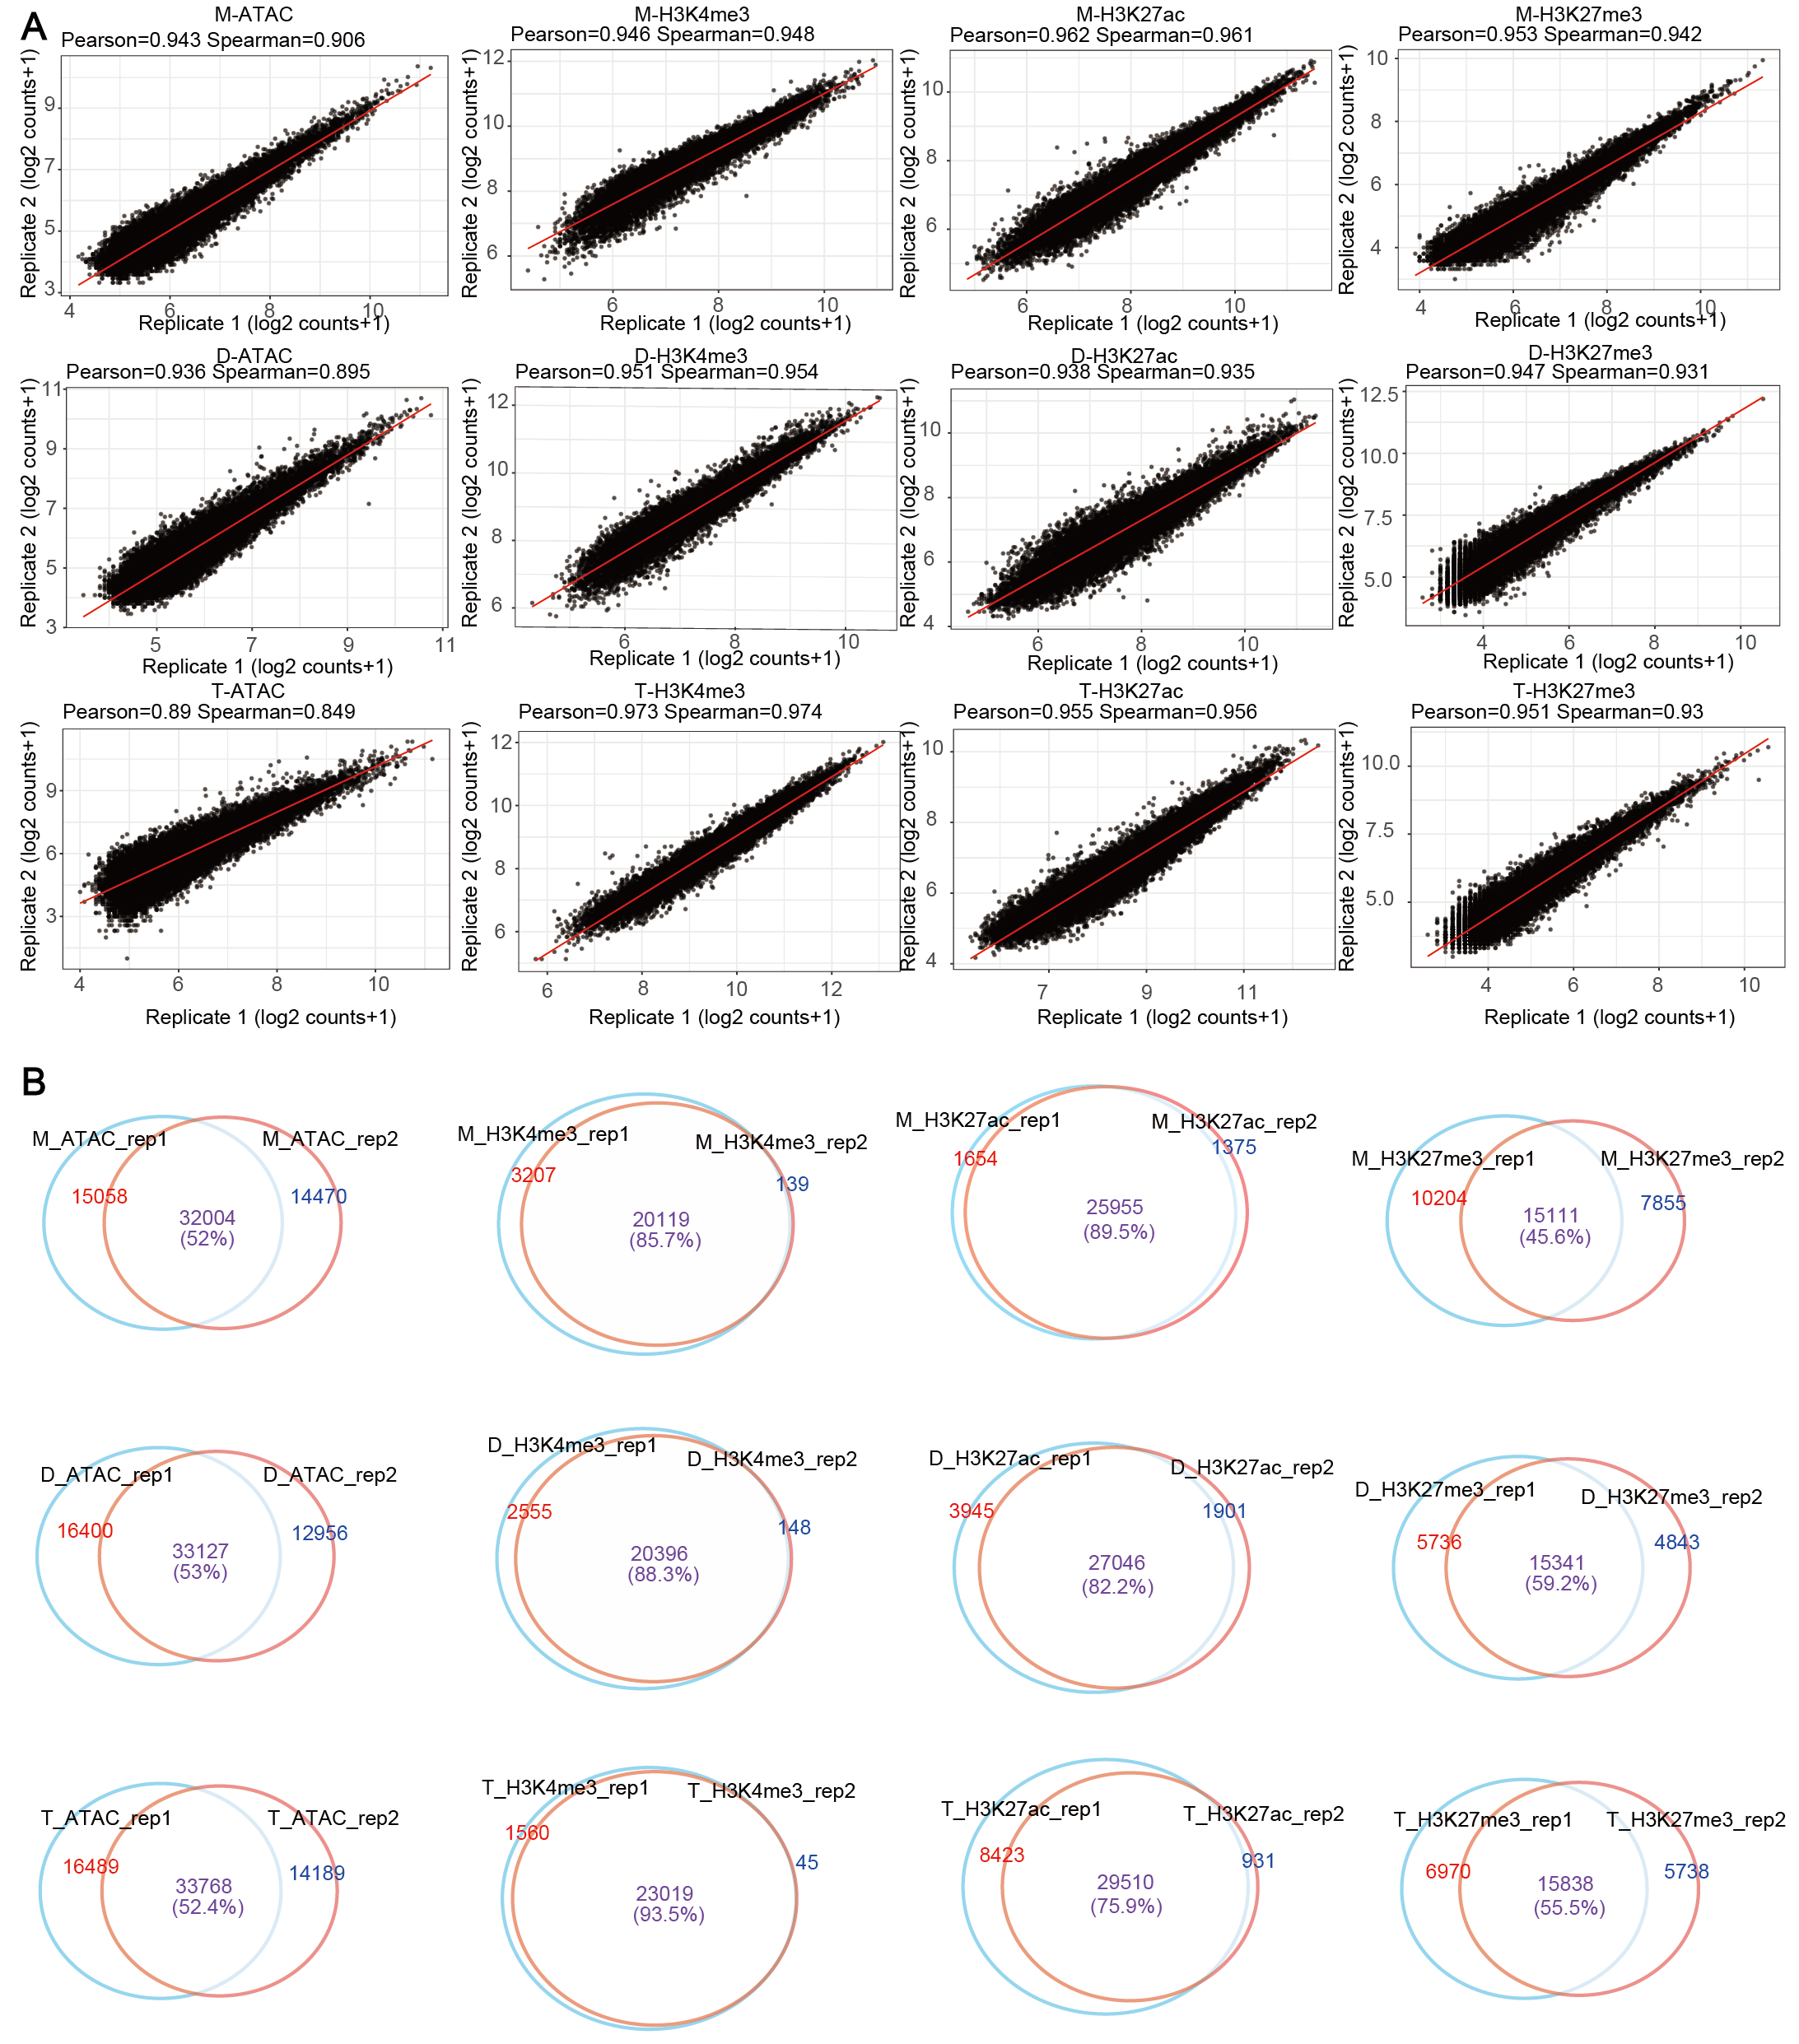

**Figure S3.** Quality control of ATAC-seq, ChIP-seq datasets. A) Correlation coefficients between two biological replicates. B) Venn diagram showing the overlap of peaks between two replicates.

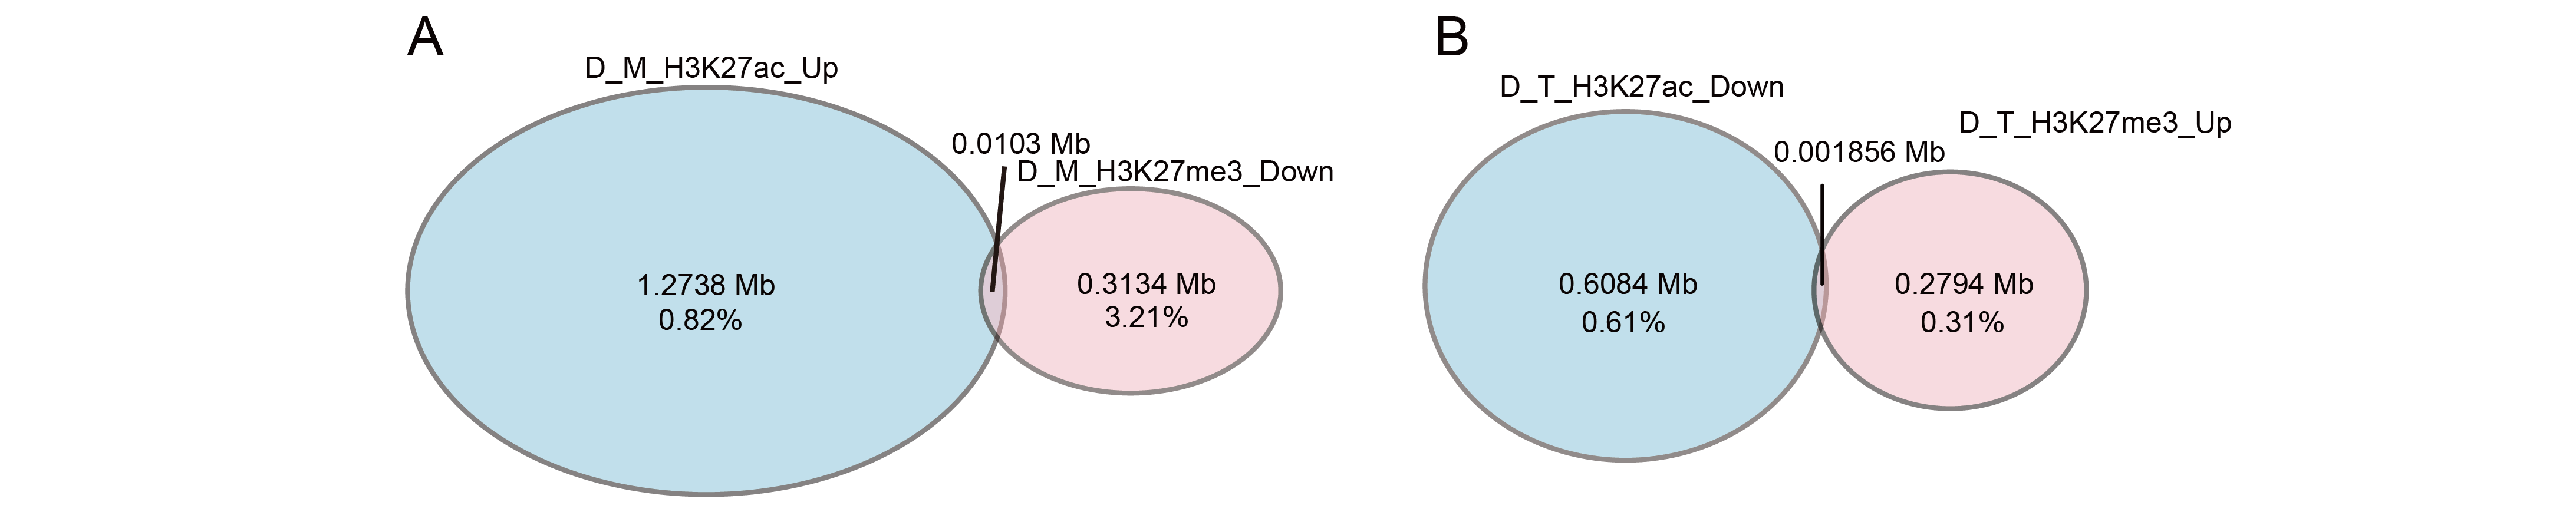

**Figure S4.** Overlap between upregulated H3K27ac and downregulated H3K27me3. A) Diploids compared to monoploids. B) Tetraploids compared to diploids.

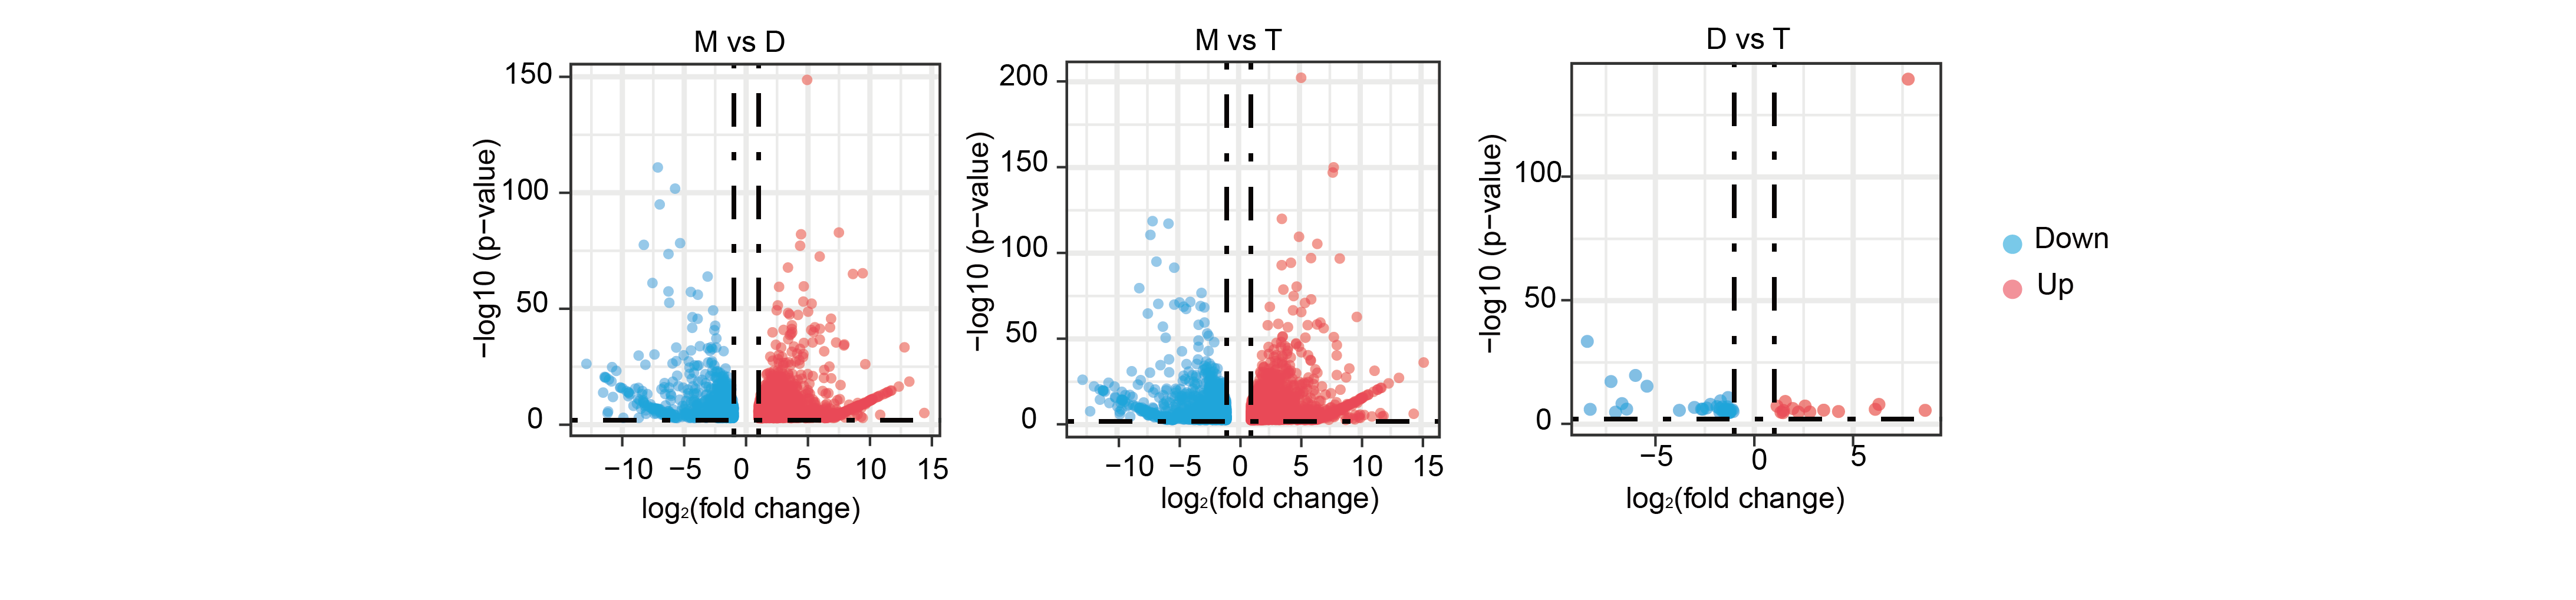

**Figure S5.** Differential transcriptome analysis of *Brassica rapa* with three ploidy levels. The volcano plot shows the number of upregulated and downregulated genes between each pair of the three M, D, and T.

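Between autotetraploid and monoploid, 9817 genes had an adjusted p of at most 0.05 without regard to the fold change, and the libraries did not overlap for 2915 of the 2966 DEGs. Over all tested genes 51.0% did not overlap, against 10% given by chance for 3 libraries against 3. This share and the 9817 genes come from TPM as deposited. On that scale the median of all tested genes was 0.19 (log2) higher in the autotetraploid, so both may contain an effect of the scaling. The DEG count was 2752, 2854 and 3271 when autotetraploid replicates 2, 1 and 3 were left out in turn. Each of these counts, with 2 autotetraploid libraries, was above the 2625 DEGs between diploid and monoploid. The 2625 came from the fit to all libraries, and the count from the reduced fits is not given here, so the comparison is not like for like. The largest rise was again that of BRA03G0025464, which reached a TPM of 84.7 ± 22.6 (SD, n = 3) in the autotetraploid, a log2 fold change of 5.95 (standard error 0.24, limma adjusted p = 6.3e-07). It was followed by BRA09G0033275 (A09, 16496017 to 16496325), listed at 0 in the 3 monoploid libraries, with TPM values of 15.8 and 17.8 in the diploid and of 33.1, 53.9 and 36.5 in the autotetraploid libraries (limma adjusted p = 2.3e-07). A09 was one of the chromosomes, with A02, whose median was higher in autotetraploid replicate 1. BRA01G0014753 was at a TPM of 0.342 ± 0.311 (SD, n = 3) in the autotetraploid, a log2 fold change of -6.74 against the monoploid (standard error 0.26, limma adjusted p = 4.8e-07).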

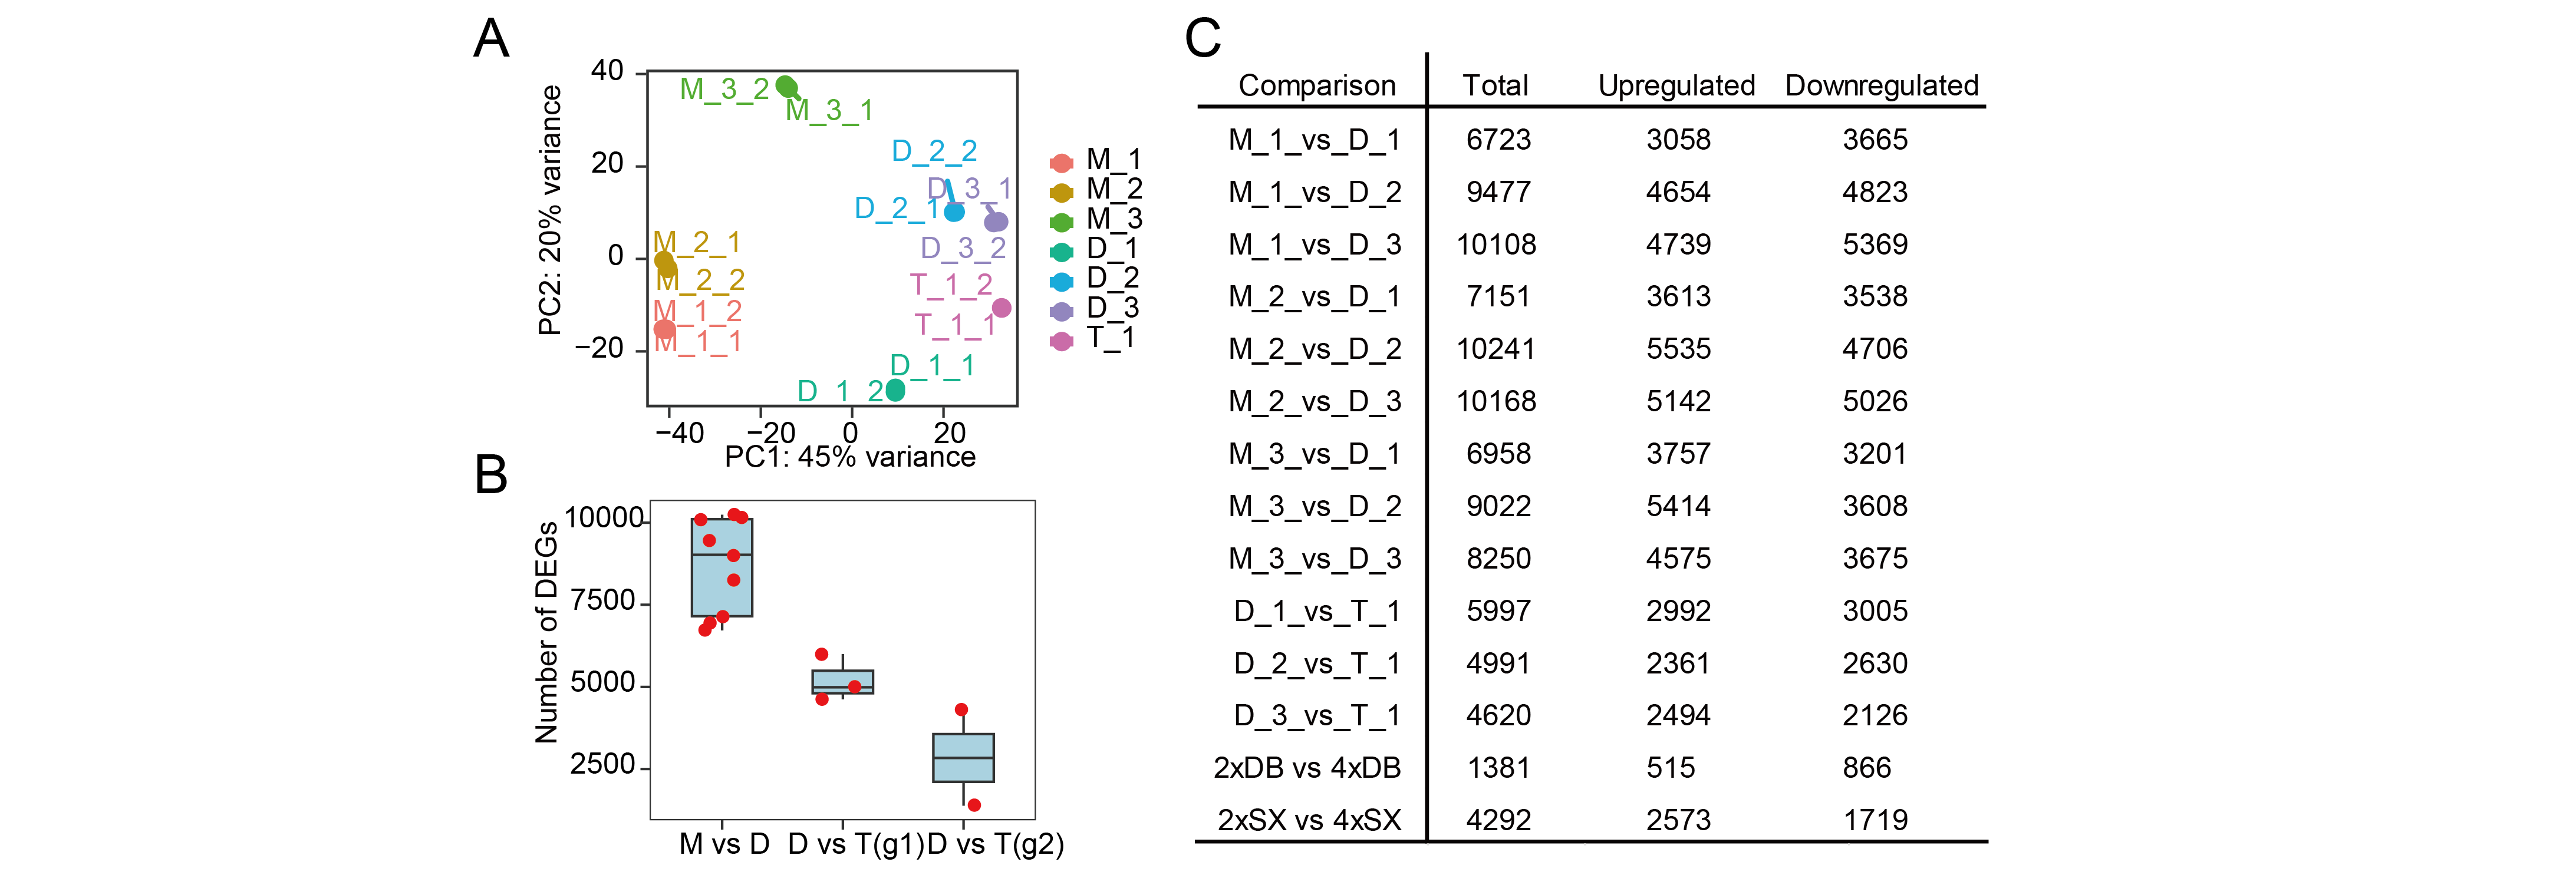

**Figure S6.** DEGs across different genotypes and ploidy levels. A) Principal component analysis (PCA) of RNA-seq samples. B) Three genotypes of monoploid and diploid samples, along with a single tetraploid sample. g1: diploid–tetraploid combination at the seedling stage; g2: diploid–tetraploid combination at the heart stage (56 days after planting). C) Two diploid samples and two tetraploid samples.

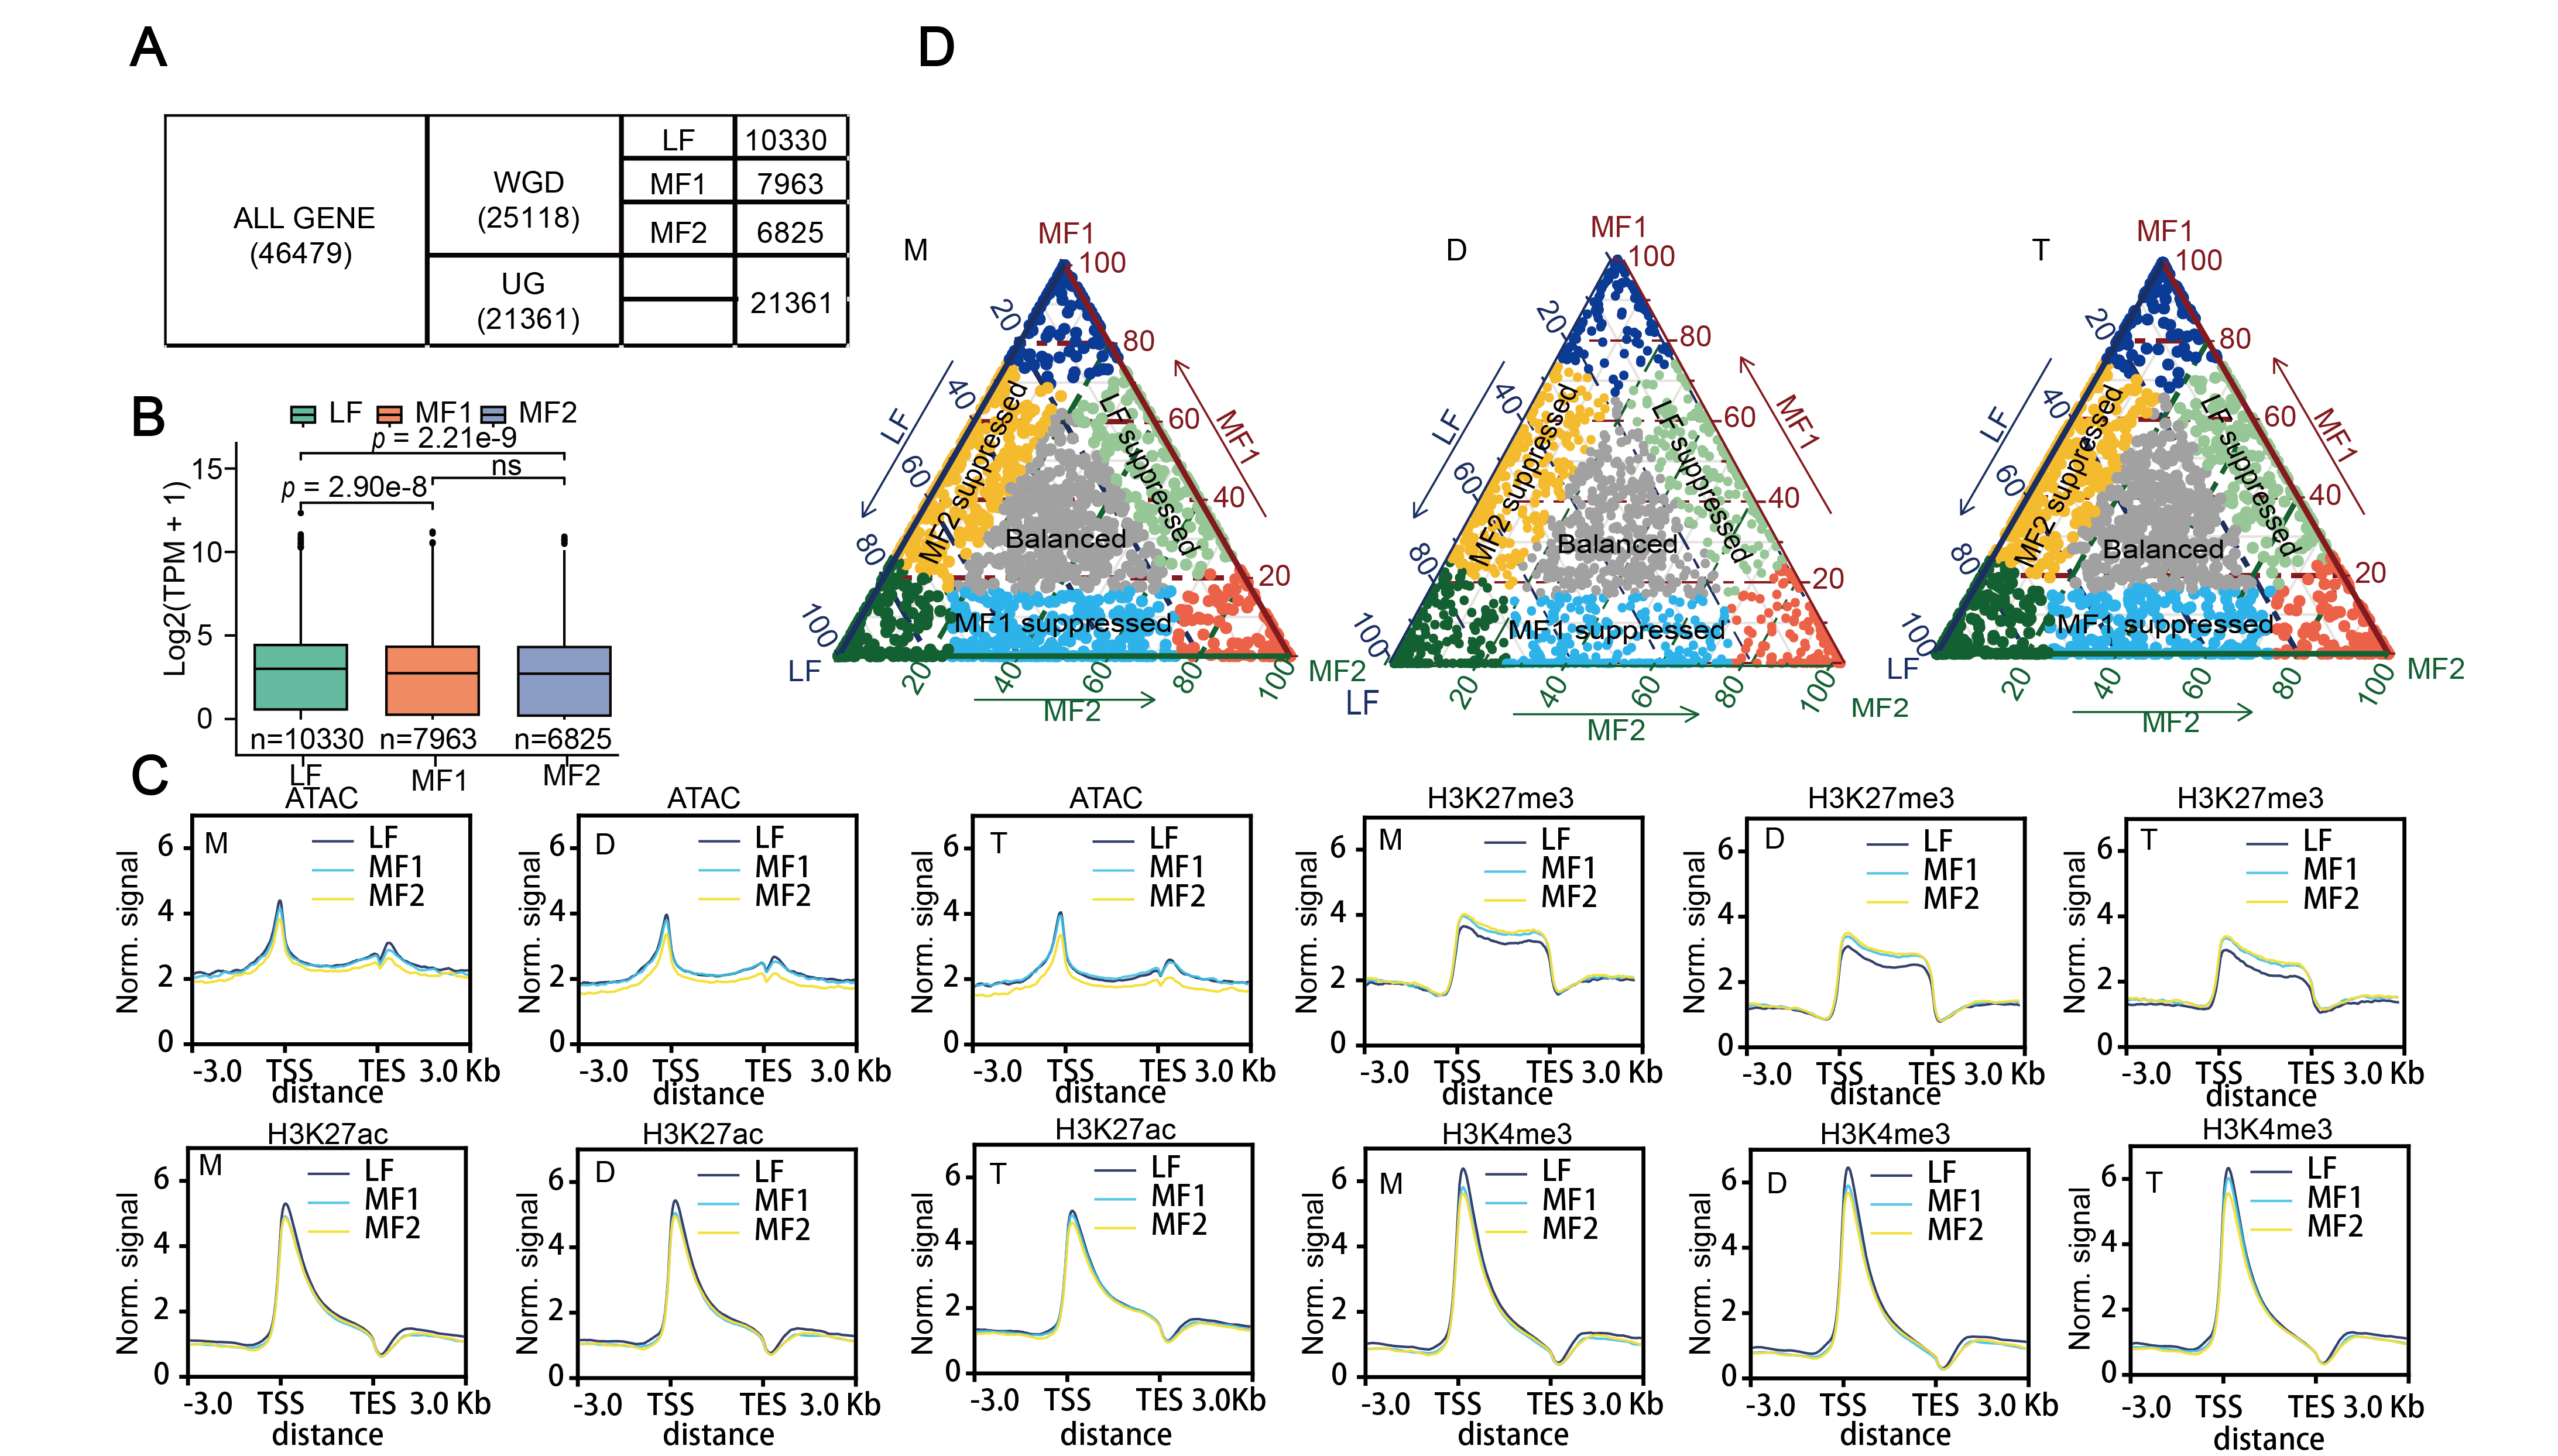
**Figure S7.** Subgenomes and epigenetic modifications of *Brassica rapa* with three ploidy levels. A) The number of subgenome genes in the genome and the counts of LF, MF1, MF2, and UG. B) Box plots were generated to show expression differences among LF, MF1, and MF2 genes (*n* = 10,330; 7,963; and 6,825, respectively) (Mann–Whitney U test; significant at *p* ≤ 0.05; ns, *p* > 0.05). C) The abundance of epigenetic signals ATAC, H3K4me3, H3K27ac, and H3K27me3 in the LF, MF1, and MF2 genes. D) A ternary plot showing the subgenome expression bias of triplet genes in the M and T ploidy materials, with the following categories: Balanced Type: Balanced expression of the triplet genes. LF Suppression: Lower expression from the LF subgenome compared to the other two triplet genes. MF1 Suppression: Lower expression from the MF1 subgenome compared to the other two triplet genes. MF2 Suppression: Lower expression from the MF2 subgenome compared to the other two triplet genes.

**
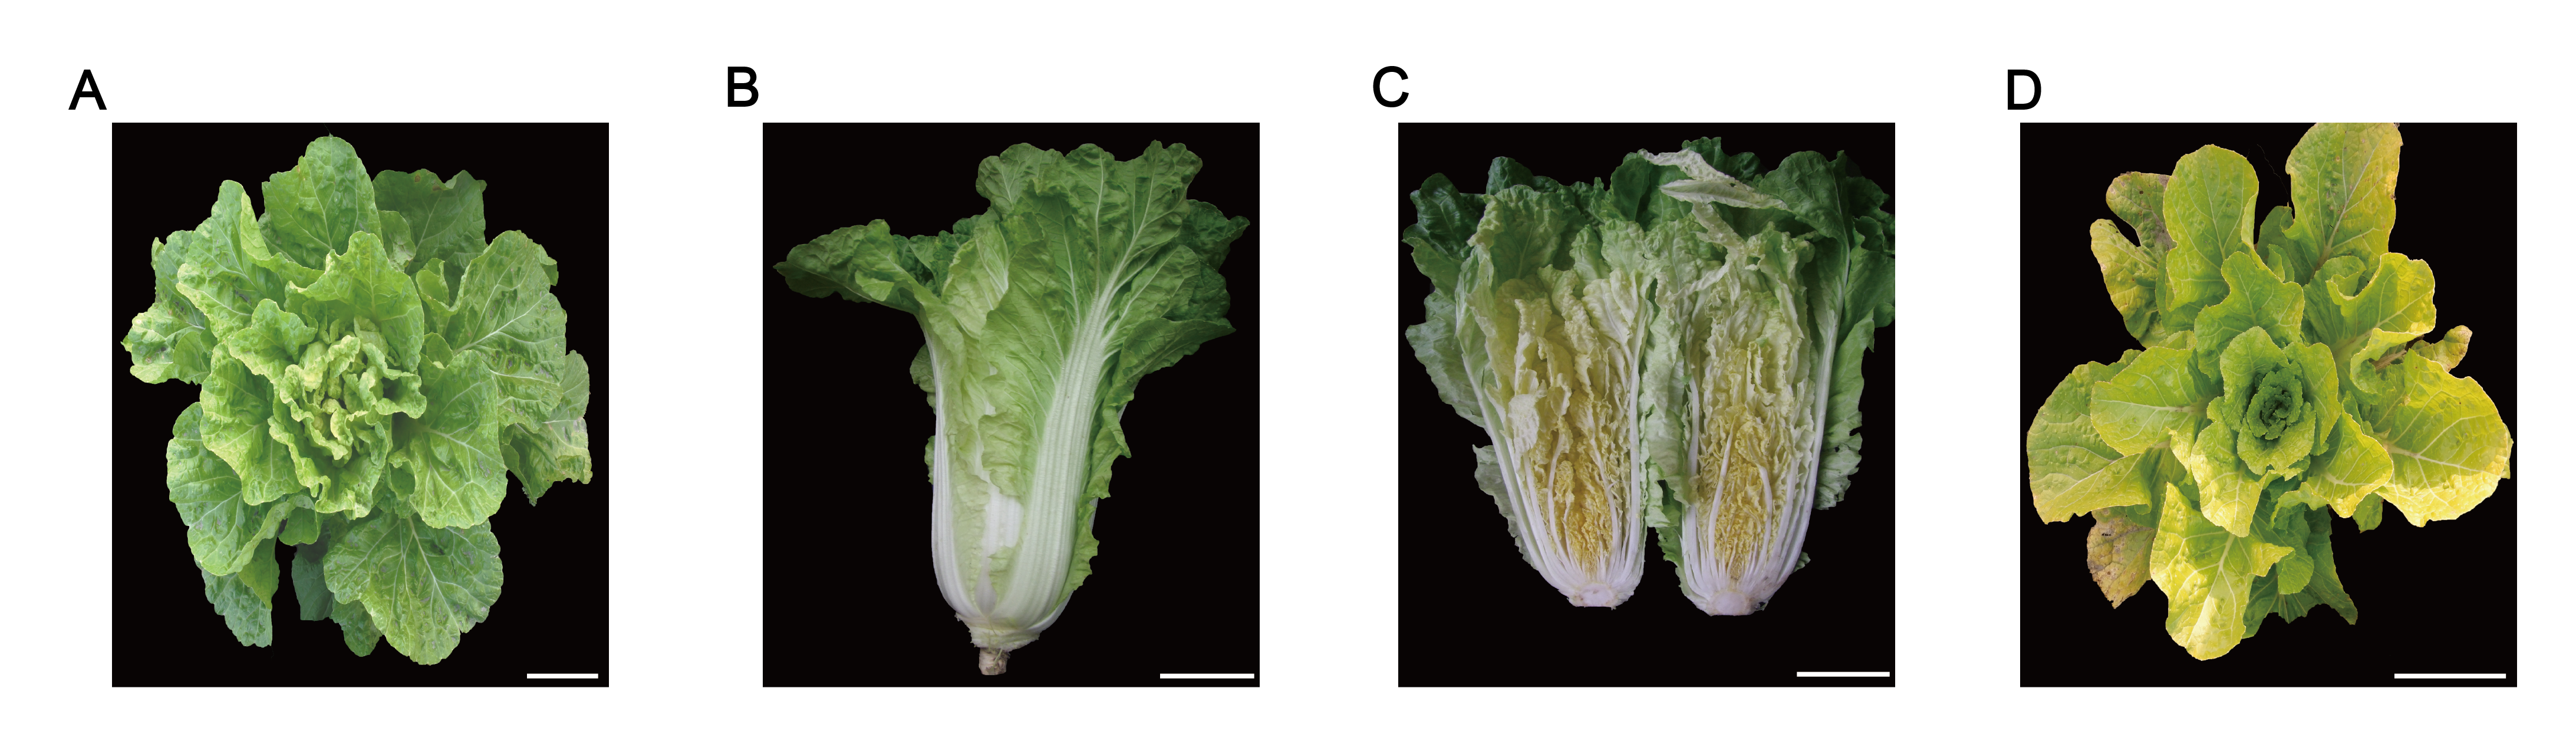
**

**Figure S8.** The phenotype of the wild type (A03) and the *brarf11* mutant (S169) at the end of heading stage. A) The heading A03. Scale bar = 10 cm. B) The leafy head of A03. Scale bar = 10 cm. C) Longitudinal cutting of A03 leafy head. Scale bar = 10 cm. D) The non-heading S169. Scale bar = 10 cm.

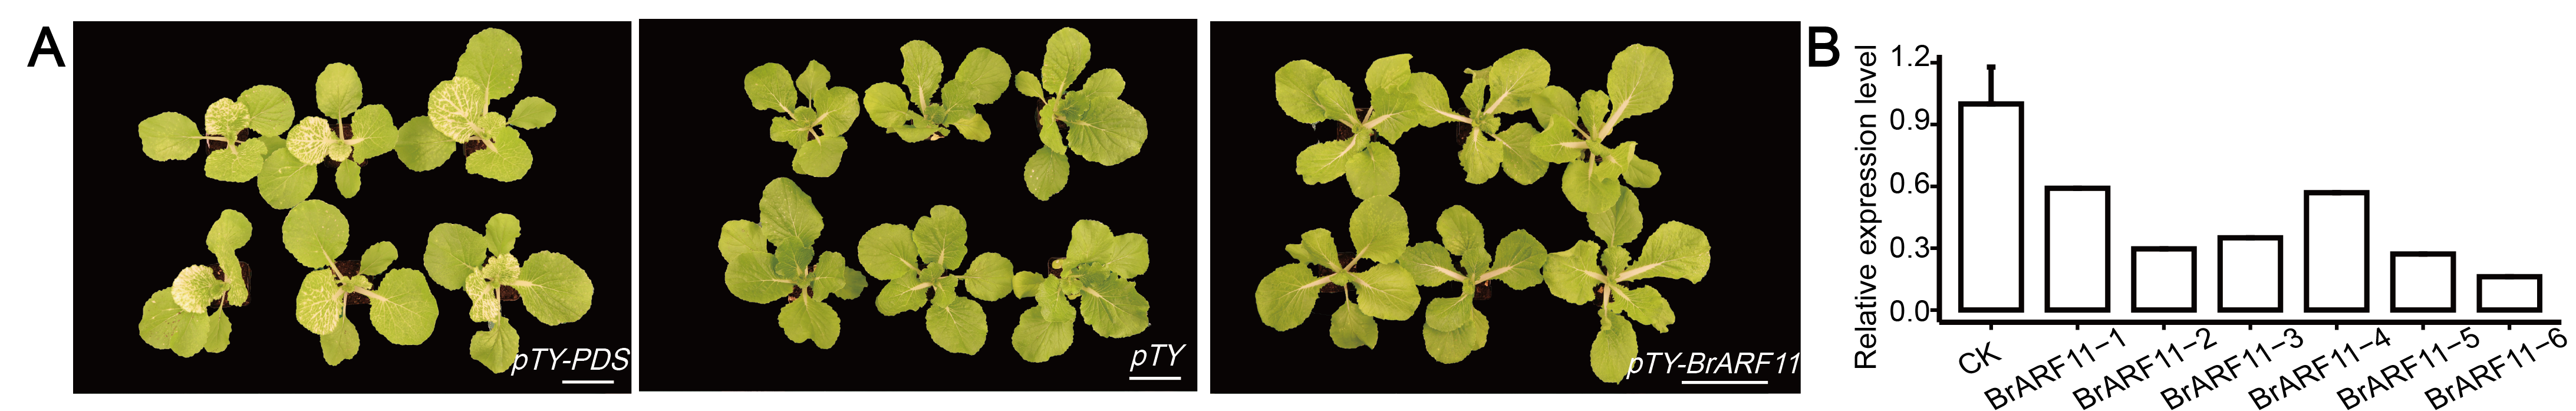

**Figure S9.** Silencing of *BrARF11* via VIGS Alters Plant Phenotype and Gene Expression. A) The phenotype after *BrARF11* VIGS shows *BrARF11* gene on the left, empty vector in the middle, and PDS gene on the right. Bar indicates 50 mm. B) The bar chart represents the relative expression levels between *BrARF11*-silenced plants and the control.

How the deposited data were processed for this re-analysis (not part of the article)

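Gene expression was measured by RNA-seq in young leaves of monoploid, diploid and autotetraploid *Brassica rapa* plants collected 60 days after sowing. The processed tables of 3 monoploid, 2 diploid and 3 autotetraploid libraries were used. The ATAC-seq and ChIP-seq samples, the RNA-seq of other genotypes and the truncated peak tables of the supplement were not used here.

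The authors trimmed the reads with fastp, aligned them with HISAT2 and ran StringTie. The methods also give a filter on mapping quality, without naming the kinds of data it was applied to. The paper's text does not name the StringTie version or the genome assembly and annotation behind these tables. The deposited TPM values are per gene model and sum to the same total in each library. The deposited FPKM values are per gene length and sequencing depth and are a fixed multiple of the coverage in each library. The deposited coverage is the mean number of reads over each base of a gene model and is not normalized for depth. The authors also counted reads with featureCounts and tested those counts with DESeq2, which the TPM tables cannot repeat. The same 46479 gene models with the same coordinates are in all 8 tables, and no gene ID occurs more than once in a table. In the table of monoploid replicate 1, 3 further columns without a sample of their own were not used.

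The number of aligned bases per library, from 5.86 to 8.06 Gb, was taken as the ratio of coverage to FPKM. As no counts per gene are given, no counting interval was computed for single genes, and precision rests on the replicates. With 2 diploid libraries, leaving out 1 of them leaves no replicate of that group, so no calls were made in that case.

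Analyses were run in R 4.3.3 with limma 3.58.1, and figures were drawn with matplotlib 3.10.9; tables were read with pandas 2.3.3. Genes with a TPM of at least 1 in at least 2 libraries were kept, which left 25652. On log2(TPM + 1), a linear model with the 3 ploidy levels was fitted with lmFit, the contrasts were tested with eBayes with a trend on mean expression, and p-values were adjusted by the Benjamini-Hochberg method. The thresholds of an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1 are those of the paper's results section; the methods section gives a stricter adjusted p of 0.01, which was one of the alternatives. The contrasts were diploid against monoploid, autotetraploid against monoploid, autotetraploid against diploid, and 2 times diploid minus monoploid and autotetraploid. A second fit set the 3 monoploid libraries against the 5 others. The fit was tested on simulated data, where 200 genes with a mean log2 value above 3 were changed by 1.5 or 2 on the log2 scale among 25652 genes. It recovered 90.0% of the changes between diploid and monoploid with 2 unchanged genes called, 94.5% between autotetraploid and monoploid with 3 unchanged genes called, and 91.5% between autotetraploid and diploid with 6 unchanged genes called.

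Principal components were computed from the 500 genes with the highest variance, centred and not scaled. Correlations between libraries are Pearson correlations across genes. The genes named are, for each pair of ploidy levels, the 2 DEGs with the largest rise and the 2 with the largest fall among those whose libraries do not overlap between both groups, and every gene the paper names, as far as its ID is paired with its name, which was the case for none. Intervals of chromosome medians are bootstrap intervals over genes with 1000 resamples and a level of 95%. The alternatives set before the data were examined were a pseudocount of 0.1, no filter on low values, a mean TPM of at least 5, median-ratio rescaling, quantile normalization, an adjusted p of at most 0.01, eBayes without trend, the replicate number as a block, only the 2 groups compared, and each library left out in turn, and, for the principal components and correlations, other numbers of genes, scaling to unit variance and Spearman's correlation. Centring the libraries chromosome by chromosome and leaving out a block of genes on A06 were added after the data were seen.

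The gene IDs of the tables matched 0 entries of the RefSeq gene table used for names, which belongs to the assembly CAAS_Brap_v3.01. The paper's own lists of DEGs, subgenome genes and transcription factors were not in the copy of the supplement used here. The photosynthesis, ribosome biogenesis and GRF gene sets, BrARF11, HB33 and the subgenome classes were therefore not analysed here.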

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

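The tests on windows along the chromosomes, on the other chromosomes of the same library and on the monoploid and diploid libraries, and the centring chromosome by chromosome, were chosen after the result was seen; the tests on genes with a mean TPM of 1 to 5 and on matched genes were set before their values were computed.

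There were 4 points that stood out among the 80 medians of 10 chromosomes in 8 libraries, as a signal in chromosomes that the paper does not examine one by one. Genes on A02 were higher by 0.32 (log2, 95% bootstrap interval across genes 0.31 to 0.34) in autotetraploid replicate 1 and by 0.31 (0.30 to 0.32) in autotetraploid replicate 3. Genes on A09 were higher by 0.31 (0.31 to 0.32) in autotetraploid replicate 1, and genes on A04 by 0.32 (0.30 to 0.33) in autotetraploid replicate 2. Each shift covers between 1186 and 2666 genes, of which 88.5% to 89.6% lay above the median of the other chromosomes. The other medians, in all 8 libraries, differed from the median of the 10 chromosomes of their library by at most 0.037.

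The tables argue against 4 technical explanations. A few strongly changed genes are excluded because the medians of windows of 100 genes along the shifted chromosomes lay between 0.24 and 0.37, while the highest such window on the other chromosomes of the same libraries, with a block on A06 left out, was at 0.068. A bias by gene length or expression level is excluded because the smallest shift was still 0.31 against genes of other chromosomes matched on gene span and mean TPM. A scaling or depth difference moves all chromosomes of a library alike, but the other chromosomes of the 3 autotetraploid libraries differed by at most 0.022. A mixture with, or a swap for, a monoploid or diploid library would need a difference between those groups on the same chromosomes, and there it was at most 0.012. GC content was not tested, as no sequence of this assembly was used.

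A candidate explanation is an additional copy of single chromosomes in the autotetraploid plants, 5 copies in place of 4, for which expression in proportion to dosage gives log2(5/4), or 0.32. In genes with a mean TPM of 1 to 5, which had not been used to find the shifts, the same chromosomes were higher by 0.29 to 0.33 in the same libraries. The chromosomes without a shift spread more widely in these genes, by up to 0.12 in any of the 8 libraries. Under this hypothesis autotetraploid replicate 1 would carry additional copies of A02 and A09, replicate 2 of A04 and replicate 3 of A02, so the 3 libraries would not be karyotypically alike. It was found and tested on the same libraries, and no DNA data were used here. The paper's text gives the number of plants pooled per sample for the epigenetic analyses and for other genotypes, and not for these libraries, and ploidy was examined by flow cytometry and chromosome spreads (Figure S1); in a pool, every plant would need the same additional copy to give the full shift. An effect of the autotetraploid level as such would appear in all 3 libraries, and none of the shifts does. The shifts changed the counts of DEGs little: with each library centred chromosome by chromosome, there were again 7 DEGs between autotetraploid and diploid, and 2952 in place of 2966 between autotetraploid and monoploid. As a shift of 0.32 is under the fold-change limit of 1, these counts could hardly move. The genes whose change differed between both steps went from 604 to 686, with 404 above and 282 below equal steps. At an unadjusted p of at most 0.05, 4.87% of the genes on A02 were higher in the autotetraploid than in the diploid, against 0.923% to 4.25% on the other chromosomes. The 4.25% was on A06, and the next highest share was 2.37% on A09.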

How the results depend on the processing

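Only the chromosome-wise centring and the removal of the A06 block were chosen after the results were seen.

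The filter on low values changed the counts of DEGs against the monoploid by the largest ratio. The pseudocount of 0.1 gave 3531 DEGs between diploid and monoploid and 3924 between autotetraploid and monoploid, and an adjusted p of at most 0.01 gave 1932 and 2596. With a mean TPM of at least 5, which tests fewer genes, there were 1723 DEGs between diploid and monoploid, 1937 between autotetraploid and monoploid, 2 between autotetraploid and diploid, 2273 in the union and 1832 between monoploid and the other libraries as 2 groups. In every other setting run, the counts between diploid and monoploid, between autotetraploid and monoploid, in the union and between monoploid and the others stayed within 1.5 times of 2625, 2966, 3500 and 2801. Across the fits that each left out one replicate they ranged from 2371 to 2900, from 2752 to 3271, from 3283 to 3763 and from 2660 to 2993. The 7 DEGs between autotetraploid and diploid became 11 with eBayes without trend and 3 when only the 2 groups compared were fitted, and the count was 8 or 9 when an autotetraploid library was left out; the cause was not tested. In every setting that gave both counts, more genes were called between autotetraploid and monoploid than between diploid and monoploid. Each of these settings kept 3 autotetraploid and 2 diploid libraries, so none shows whether this order comes from the group sizes.

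The direction of the DEGs depended on the scaling. Of the DEGs between diploid and monoploid, 52.4% were lower in the diploid with TPM as deposited, 74.4% after median-ratio rescaling and 65.7% with quantile normalization, and between autotetraploid and monoploid the shares lower in the autotetraploid were 52.0%, 68.0% and 61.2%. With monoploid against the others as 2 groups, 1486 higher and 1315 lower in the monoploid became 2005 and 822 after median-ratio rescaling, and 1742 and 987 with quantile normalization. TPM and its rescaled forms are all relative within a library, and none of them measures the amount of RNA per cell.

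The number of genes whose change differed between both steps depended on several settings. The 604 genes became 394 without a filter on low values and 177 at an adjusted p of at most 0.01, and ranged from 365 to 1143 across the 6 fits that each left out one replicate. The count of 1143 came without monoploid replicate 2. Median-ratio rescaling turned 335 above and 269 below equal steps into 158 and 333, and quantile normalization into 192 and 278. The cause was not tested.

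The share of DEGs between diploid and monoploid that were also called between autotetraploid and monoploid was 79.7%. It was 82.5% after median-ratio rescaling, 83.6% at an adjusted p of at most 0.01, and ranged from 75.4% to 82.5% across the fits without one replicate. The first principal component held 81.0% of the variance, 66.7% with all genes that pass the filter, 76.4% with the 2000 most variable genes and between 76.6% and 85.2% without one replicate, with the highest value without diploid replicate 2. The lowest correlation between replicates was 0.967, against 0.955 with a pseudocount of 0.1 and 0.986 over all genes. The cause of these changes was not tested.

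Whether the replicate numbers pair the libraries stayed open. Deviations from the group means correlated between -0.22 and 0.22 over the 7 pairs of libraries with the same number, and only 2 of these were above 0.1. Between monoploid and autotetraploid, pairs with the same number had 0.217, 0.181 and 0.082, and pairs with different numbers between -0.188 and -0.015. Pairs of a diploid library with the same number had between -0.224 and 0.031. Deviations cancel within a group, so these values are not independent. With the replicate block there were 2358 DEGs between diploid and monoploid, 2981 between autotetraploid and monoploid and 7 between autotetraploid and diploid, 255 genes whose change differed between both steps, and a shared part of 81.9%. In 12 combinations of a named gene and a comparison, 104 of the 108 values with a test in other settings kept their direction and their side of the thresholds. A further 16 values, from the fits without a diploid library, have no test and kept their direction. The 4 tested values that did not were all of BRA07G003586, whose log2 fold change kept its direction, with an adjusted p between 0.011 and 0.095 over its alternatives and above 0.05 with the replicate block and without each autotetraploid replicate.

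Without the A06 block there were 2501 DEGs between diploid and monoploid and 7 between autotetraploid and diploid, and the union had 1856 genes higher and 1546 lower in the monoploid. The tests of the photosynthesis, ribosome biogenesis and GRF gene sets and their alternatives were not run, because the gene IDs were not paired with names, and leaving out repeated gene IDs was not run, because no ID is repeated. No calls were made without one of the diploid libraries, except for monoploid against the others, where leaving out diploid replicate 1 or 2 gave 2766 or 2963 genes. In each library 32.3% to 36.1% of the gene models were listed at 0. Depth alone does not order these shares. The largest was in diploid replicate 2, with 7.87 Gb of aligned bases, and the smallest in autotetraploid replicate 2, with 8.06 Gb. Genes under the filter on low values were tested only in the setting without it.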

Differences from the paper's values

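Between autotetraploid and diploid, 7 genes met the thresholds, against the paper's 85. The alternatives set before the data were examined gave between 2 and 11 genes, and none of them closed the gap.

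In the union of the 3 comparisons, 1773 genes were higher in the monoploid, against the paper's 3065 MvDT genes. With median-ratio rescaling there were 2330 and with a pseudocount of 0.1 there were 2200, both within 1.5 times of the paper's number. The other alternatives set before the data were examined gave between 1030 and 2019 and did not close the gap. For the DTvM genes, 1727 stand against the paper's 1485, within 1.5 times of each other. With a pseudocount of 0.1 there were 2468 DTvM genes, more than 1.5 times the paper's number. At an adjusted p of at most 0.01 there were 1485, but under that setting the 1428 MvDT genes and the union of 2913 genes, against the paper's 4550, were not within 1.5 times. The ratio of MvDT to DTvM genes was 1.03 with TPM as deposited, which is not within 1.5 times of the ratio of the paper's 3065 to its 1485. With median-ratio rescaling and quantile normalization it was 2.21 and 1.60, both within 1.5 times of that ratio. The other alternatives set before the data were examined gave a ratio between 0.829 and 1.05 and did not close this gap.

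The paper places the largest number of DEGs between monoploid and diploid. Here, 2966 genes were called between autotetraploid and monoploid and 2625 between diploid and monoploid, and the order was the same under every alternative that gave both counts.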

Other observations

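The tests of the recurring gene spans and of diploid replicate 1 in the A06 block, of the depth of diploid replicate 2, and of the neighbours of the genes called between autotetraploid and diploid were chosen after the result was seen; the other tests were set before their values were computed.

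The real grouping was compared with other splits of the same libraries. Of the 56 splits of the 8 libraries into 3 and 5, 1 gave as many DEGs as monoploid against the others, which was the real one, and the next largest count was 8 genes against 2801. For autotetraploid against monoploid, 1 of the 10 splits of the 6 libraries gave as many genes, again the real one, and the other 9 gave 0 genes; with 10 splits the share cannot fall under 0.1.

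On the TPM scale the median of all tested genes was higher by 0.25 (log2) in the diploid than in the monoploid. The 100 genes of highest mean TPM took 19.9% to 24.5% of the TPM in the monoploid libraries, 15.1% and 16.3% in the diploid and 17.0% to 19.3% in the autotetraploid. With these genes left out and the rest rescaled, a median change of 0.15 remained, and with only the A06 block left out 0.18 remained, so neither accounts for the whole shift. No absolute measure of RNA was used here, so a biological change in the total amount of RNA was not tested.

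A block of gene models on A06 stood apart. Of 1020 windows of 25 tested genes over the genome, 5 had a median change below -0.5 between diploid and monoploid, all on A06, and the lowest of the others was at -0.29. The longest stretch of tested genes inside these windows without a gap of over 100 kb holds 126 gene models from 30174853 to 30514055, of which 124 were tested, with a median change of -1.28, and 117 of them were lower in the diploid, against a median of 0.25 for the other genes. The block held 8.01%, 6.96% and 9.75% of all TPM in monoploid replicates 1, 2 and 3, 4.48% and 1.85% in diploid replicates 1 and 2, and 5.08%, 4.95% and 6.36% in autotetraploid replicates 1, 2 and 3. It contributed 63 of the 1376 genes called lower in the diploid. The scaling of the libraries is excluded as the cause, because after median-ratio rescaling the median change was -1.56. Diploid replicate 2 alone is excluded too, because the summed TPM of the block in diploid replicate 1, 44813, was also below that of every monoploid library, of which the lowest was 69642. In the block, 88.9% of the gene models had a span that recurs within the block, against at most 23.0% in 364 other runs of as many gene models. This is consistent with repeated copies of one sequence among which reads are shared, so the values of its single genes may not be independent measurements. Whether reads from a sequence outside the 10 chromosomes align to the block was not tested, and a difference between the ploidy levels in the expression of the repeated sequence stays open.

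Diploid replicate 2 differed from the other libraries at low values. It had 1056 gene models above 0 and under a TPM of 0.1, against 1709 to 2454 in the other 7 libraries, and 36.1% of its gene models were listed at 0, the largest share. It was not shallower, with 7.87 Gb of aligned bases against 5.86 Gb in diploid replicate 1. If reads that match several copies of a gene had been left out of this library, gene models with a neighbour of the same span would be at 0 in it more often. Among gene models above a TPM of 0.1 in diploid replicate 1, those with such a neighbour were at 0 in diploid replicate 2 more often than the others by 4.94 percentage points, with a counting error of 1.79, against up to 4.99 points in the monoploid and autotetraploid libraries, so this explanation cannot be told apart from ordinary variation among these 228 gene models. The table of this library also lists the gene models in another order than the other 7, and its FPKM values sum to 930534, against 800814 to 854863. Whether it was quantified in a separate run was not tested, and as it is 1 of only 2 diploid libraries, such a difference would enter every comparison with the diploid. No biological explanation was tested, as the difference is within 1 ploidy level.

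The 7 genes called between autotetraploid and diploid were nearly off in one of these groups, and in 6 of the 7 the monoploid was nearer to the diploid than to the autotetraploid. One candidate explanation is that all copies of a chromosome segment are absent in the lower group. For 6 of the genes this is excluded for segments that reach the nearest tested gene on either side, as these neighbours changed by at most 0.41 (log2). A gain or loss of only some of the copies, which moves the neighbours less, is not excluded by these values; at BRA07G003586 the neighbours fell by 0.39 and 0.15. For BRA06G0038420, named after its values were seen, 1 neighbour with a mean TPM of 0.517 rose by 1.12 and the other by 0.030, so the absence of a segment cannot be told apart from a change of single genes there, as the first neighbour is under a TPM of 1. Changes limited to a single gene, in its sequence or in its chromatin, were not tested. The paper describes the lines as sharing one genome.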
